# The astrocytic ensemble acts as a multiday trace to stabilize memory

**DOI:** 10.1038/s41586-025-09619-2

**Published:** 2025-10-15

**Authors:** Ken-ichi Dewa, Kodai Kaseda, Aoi Kuwahara, Hideaki Kubotera, Ayato Yamasaki, Natsumi Awata, Atsuko Komori, Mika A. Holtz, Atsushi Kasai, Henrik Skibbe, Norio Takata, Tatsushi Yokoyama, Makoto Tsuda, Genri Numata, Shun Nakamura, Eiki Takimoto, Masayuki Sakamoto, Minako Ito, Takahiro Masuda, Jun Nagai

**Keywords:** Astrocyte, Fear conditioning

## Abstract

Recalled memories become transiently labile and require stabilization^1–3^. The mechanism for stabilizing memories of survival-critical experiences, which are often emotionally salient and repeated, remains unclear^4^. Here we identify an astrocytic ensemble that is transcriptionally primed by emotional experience and functionally triggered by repeated experience to stabilize labile memory. Using a novel brain-wide *Fos* tagging and imaging method, we found that astrocytic *Fos* ensembles were preferentially recruited in regions with neuronal engrams^5^ and were more widespread during fear recall than during conditioning. We established the induction mechanism of the astrocytic ensemble, which involves two steps: (1) an initial fear experience that induces day-long, slow astrocytic state changes with noradrenaline receptor upregulation; and (2) enhanced noradrenaline responses during recall, a repeated experience, enabling astrocytes to integrate coincident signals from local engrams and long-range noradrenergic projections, which induce secondary astrocytic state changes, including the upregulation of *Fos* and the neuromodulatory molecule IGFBP2. Pharmacological and genetic perturbation of the astrocytic ensemble signalling modulate engrams, and memory stability and precision. The astrocytic ensemble thus acts as a multiday trace in a subset of astrocytes after experience-dependent neural activity, which are eligible to capture future repeated experiences for stabilizing memories.

## Abstract (web summary)

Emotional experience evokes signalling in astrocytes, which form an ensemble that is reinforced by secondary astrocytic state changes resulting from repeated experience, leading to memory stabilization.

## Main

Recall transiently destabilizes memories, which require re-stabilization to become long-lasting^1–3^. Despite its importance in human cognition and neuropsychiatric disorders^6,7^, the mechanisms that specifically stabilize memories of critical experiences—those that are essential for survival and frequently marked by emotional salience and repetition—remain incompletely understood. Memory traces are linked to specialized neuronal ensembles (neuronal engrams), which include neuronal populations that become *Fos*^+^ during both initial and repeated experiences^8^. However, neuronal *Fos* alone, a plasticity marker that indicates circuit remodelling^9^, is insufficient for memory stabilization, implying the need for additional cellular substrates.

By tiling the entire mammalian central nervous system (CNS), astrocytes structurally and functionally interact with neurons and other glia. Their functions contribute to information processing and animal behaviour, and their dysfunctions are widely implicated in CNS disorders^10,11^. Astrocytes are known to be developmentally diverse^12–14^ and can adaptively change their molecular programmes in response to physiology^11,15–18^ and pathology^19–21^—hereafter referred to as state—in specific ways that suggest flexibly altered functions in a context-dependent manner. This adaptability is akin to experience-dependent neuronal responses (such as *Fos* upregulation)^22^ and the subsequent formation of inter-regional neuronal engram network^8^. However, the manifold nature of astrocyte responses through an extensive array of cell-surface receptors for neuroactive biomolecules^19,23,24^ have made it challenging to determine whether, when and how multiple inputs are integrated by a subset of astrocytes to generate specific states that form astrocyte ensembles that are responsible for particular cellular outputs^15,18,24,25^. This is because the field has lacked adequate tools to explore behaviourally relevant astrocyte ensembles (BAEs) in an unbiased manner at the single-cell level as well as in a brain-wide manner, which would enable ensemble-specific molecular dissection and functional perturbation.

## Brain-wide BAE tagging

To agnostically and holistically identify BAEs, we developed a brain-wide astrocyte *Fos* tagging tool that enables permanent genetic access to BAEs that express *Fos* due to a specific experience. Although behaviourally relevant stimuli-induced astrocyte *Fos* mRNA^22^ and c-Fos protein^18,26^ have been observed in selected brain regions, its brain-wide profiling remains largely unexplored. We systematically validated a novel genetic and imaging strategy for whole-brain BAE tagging, demonstrating astrocyte selectivity, *Fos* sensitivity and temporal regulation (Extended Data Figs. 1–3). First, using a CNS-wide-transducing adenovirus (AAV) vector (AAV-PHP.eB) with an astrocyte-specific GfaABC_1_D promoter^27^, we achieved widespread, astrocyte-selective (97.3–99.5%) expression (Extended Data Fig. 1). Second, we tested whether using AAV-PHP.eB to express Cre-dependent mNeonGreen (mNG) can serve as a marker of transient astrocytic *Fos* induction in Fos-iCre^ERT2^ (TRAP2) mice^28^. This intersectional approach aimed to drive astrocytic mNG expression only when the *Fos* promoter was active during fast-acting 4-hydroxytamoxifen (4-OHT) administration, enabling behaviour epoch-specific astrocyte *Fos* tagging across the CNS. As a positive control, we virally expressed the astrocytic Gα_q_-coupled designer receptor exclusively activated by designer drugs (DREADD) hM3Dq, a strong inducer of astrocyte c-Fos^26,29,30^, combined with 4-OHT and the hM3Dq agonist clozapine *N*-oxide (CNO) intraperitoneal injection. hM3Dq stimulation yielded approximately 282 mNG^+^ astrocytes per mm^2^, and significantly lower tagging in controls (Extended Data Fig. 2). Third, to probe the temporal dynamics of *Fos*-mNG tagging, dark-adapted mice were exposed to light at various intervals relative to 4-OHT administration^28^. Tagging peaked within a 6-h window around 4-OHT administration, with an approximately 22-fold increase in astrocytes in visual cortex compared with those in somatosensory cortex, indicating regional specificity and dependence on local neuronal activity (Extended Data Fig. 3). Collectively, these experiments validated our behaviour epoch-specific, brain-wide BAE tagging strategy.

## Recall induces astrocyte ensembles

To broadly explore BAEs in a learning paradigm, we used a contextual fear conditioning and recall task^5,28^ (Fig. 1a). TRAP2::AAV-PHP.eB-GfaABC_1_D-DIO-mNG mice underwent three days of habituation to minimize contextual novelty and isolate associative components of fear learning and recall^28,31^. On day 4, one group received 3 foot shocks with immediate 4-OHT (FC), and another received 4-OHT immediately after recall 24 h post-FC (FR). Controls were non-shocked mice (NoFC) or fear-conditioned mice kept in the home cage for 24 h and given 4-OHT without recall (NoFR). Shocked groups exhibited robust freezing in the conditioned chamber, indicating learning and recall (Fig. 1b). One week later, whole-brain serial two-photon tomography (STPT)^32^ enabled the detection of individual mNG^+^ astrocytes (BAEs) (Supplementary Videos 1 and 2). After excluding ventricular niches for bona fide astrocyte counts (Methods), BAE counts across 677 regions covered approximately 80.7% of the brain (Supplementary Table 2).

**Fig. 1:**
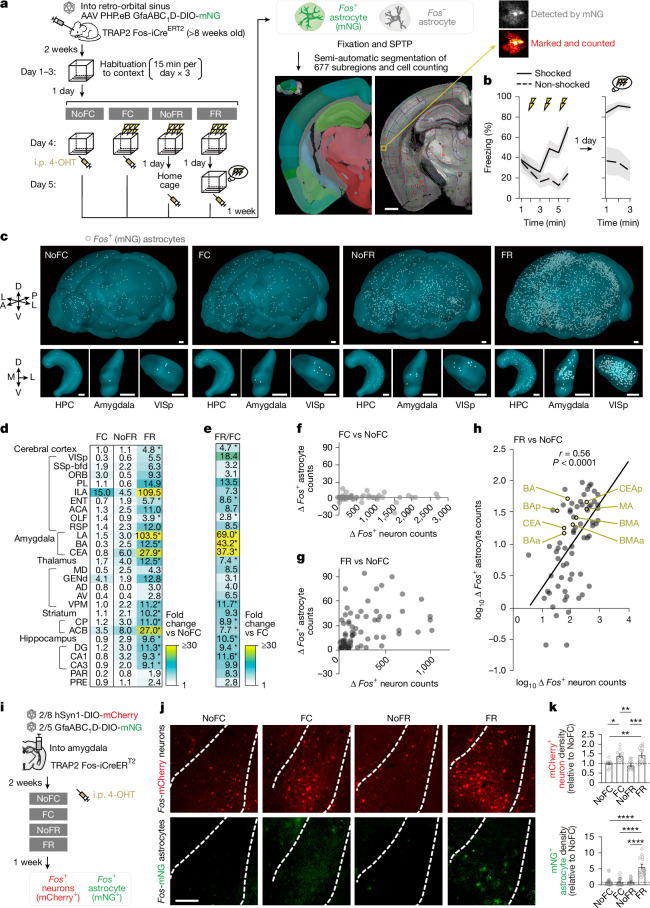
Behaviour epoch-specific, brain-wide astrocyte *Fos* ensemble mapping. **a**, *Fos*^+^ astrocytes were tagged with Cre-dependent mNG AAV in four cohorts (NoFC, FC, NoFR and FR), followed by STPT, 3D reconstruction, segmentation and single-cell counting. i.p., intraperitoneal injection. Scale bar, 1 mm. **b**, Freezing of shocked (FC, FR and NoFR: *n* = 12) and non-shocked (NoFC: *n* = 6) mice (left), and recall freezing shocked (FC and FR: *n* = 8) and non-shocked (NoFC: *n* = 6 mice) (right). **c**, 3D rendering of whole brain, the hippocampus (HPC), amygdala and primary visual cortex (VISp) with *Fos*-mNG astrocytes. A, anterior; D, dorsal; L, lateral; M medial; P. posterior; V, ventral. Scale bars, 500 µm. **d**,**e**, Heat map of fold changes in BAE count (versus NoFC (**d**) and FR versus FC (**e**); NoFC: *n* = 6; FC: *n* = 4; NoFR: *n* = 4; FR: *n* = 4 mice). Abbreviations for brain regions are listed in Extended Data Fig. 6. *False discovery rate (FDR) < 0.05. Levene’s test followed by one-way analysis of variance (ANOVA) or Kruskal–Wallis; post hoc Tukey or Dunn test with Bonferroni correction. FDR controlled by Benjamini–Hochberg procedure. Full data in Supplementary Table 2. **f**–**h**, FC- and FR-induced *Fos* counts in neurons versus astrocytes across engram areas for FC versus NoFC (**f**), FR versus NoFC (**g**) and FR versus NoFC with log scales, showing correlation Pearson’s correlation coefficient (*r*) (**h**). **h**, Amygdalar subregions are indicated with yellow dots. BMA, basomedial amygdala; MA, medial amygdala. **i**, Schematic of AAV tagging of *Fos*^+^ neurons and BAEs. **j**, Images of tagged *Fos*^+^ neurons and BAEs (representative of 10–22 sections from 3–5 mice per group). Scale bar, 200 μm. **k**, Quantification of *Fos*^+^ neurons (NoFC: *n* = 11 slices from 4 mice; FC: *n* = 10 slices from 3 mice; NoFR: *n* = 12 slices from 4 mice; FR: *n* = 13 slices from 4 mice) and BAE density (NoFC: *n* = 22 slices from 4 mice; FC: *n* = 18 slices from 3 mice; NoFR: *n* = 17 slices from 3 mice; FR: *n* = 15 slices from 5 mice). One-way ANOVA, Tukey’s test. Data are mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; NS, not significantly different. Sample sizes and replicates in Supplementary Table 1.

Whereas the number of *Fos*^+^ neurons increased during both FC and FR, forming networks causally linked to fear memory traces—commonly referred to as engram neurons^5,8,28^, the density of *Fos*^+^ astrocytes during FC (FC-BAE; Fig. 1c) was seldom distinguishable from the NoFC control (NoFC-BAE). However, we found that the number of BAEs during recall (FR-BAE) was augmented across multiple regions (Fig. 1c). This was not simply reflecting delayed *Fos* upregulation after FC, because *Fos* induction was significantly higher in FR than in NoFR. Normalized comparisons across engram regions^5^ (Fig. 1d) showed a significantly greater number of FR-BAEs compared with FC-BAEs, particularly in the amygdala (Fig. 1e), the region long implicated in fear memory across species^3,4,33–35^. Consistently, in the lateral and basolateral amygdala (LA/B), astrocytic c-Fos protein was unchanged after FC or in NoFR versus NoFC, but FR induced a marked increase at 1.5 h with partial decay by 6 h (Extended Data Fig. 4). Consistently, the number of of FR-BAEs in the LA/B (FR-BAE^LA/B^) was robust whether 4-OHT was given immediately or 3 h post-FR (Extended Data Fig. 5). These data indicate that astrocyte *Fos* promoter activity, and the associated surge in *Fos* mRNA and c-Fos protein expression, peaks within a biologically plausible window of 0–3 h following FR, but not following FC.

A recent study^18^ reported an increase in hippocampal astrocytic *Fos* after FC without habituation, contrasting with our findings (Fig. 1c–f). We hypothesized that this reflects contextual novelty: without prior habituation, novelty strongly drives astrocytic *Fos*. Supporting this, our ‘FC + novelty’ group (FC in novel context with no habituation) showed widespread astrocytic *Fos*, including in CA1 (Extended Data Fig. 6). Thus, the CA1 astrocytic *Fos* is likely to signal novelty, whereas our habituated FC protocol reveals astrocytic ensembles that are more selectively engaged in learning and recall.

To holistically compare the anatomical positioning of BAEs with previously reported brain-wide *Fos*^+^ neuron distribution during FC and FR^5^, we analysed subregions from previously defined regions in which *Fos*^+^ neuron counts of FC and FR were significantly higher than in non-shocked controls, referred to as neuronal ‘engram significant brain regions’^5^ (Fig. 1e–g and Methods). The number of *Fos*^+^ neurons increased during FC versus non-shocked controls, whereas there was no apparent change in astrocytic *Fos* counts (Fig. 1f). By contrast, FR elicited a strong correlation between neuronal and astrocytic *Fos* induction (*r* = 0.56; Fig. 1g,h), suggesting that local astrocyte–neuron interactions may underlie FR-BAE formation^22^. Notably, amygdala subregions that displayed selective astrocytic *Fos* increases during FR (Fig. 1e) also showed parallel neuronal *Fos* increases (Fig. 1h, yellow dots).

To test whether astrocytic and neuronal ensembles are co-engaged within the same regions, we performed dual-colour *Fos* tagging in the amygdala of TRAP2 mice (Fig. 1i–k). Neuron-specific DIO-mCherry and astrocyte-specific DIO-mNG AAVs were co-injected, and four groups were analysed: NoFC, FC, NoFR and FR. Neuronal *Fos* increased after FC or FR, consistent with past reports^5,8,22^. By contrast, astrocytic tagging was minimal following FC and NoFR but was robustly induced after FR (Fig. 1i–k), replicating our brain-wide observations (Fig. 1c–h). These results confirm that astrocyte *Fos* induction in the amygdala is recall-specific and distinct from neuronal ensemble dynamics.

## Convergence induces astrocyte *Fos*

To identify mechanisms underlying astrocyte *Fos* induction, we combined pharmacological screening, circuit genetics, in vivo imaging and transcriptomics (Figs. 2–4). Growth factors that activate c-Fos in neurons^36^ did not trigger c-Fos signals in primary astrocytes (Extended Data Fig. 7), indicating that the induction mechanisms of c-Fos in neurons and astrocytes are distinct. Given the accumulating evidence that astrocyte G-protein-coupled receptor (GPCR) activation upregulates c-Fos expression^26,29,30^, we then stimulated primary astrocytes with a variety of neurotransmitters that bind to GPCRs expressed in astrocytes^11,22,23^, observing that noradrenaline (NA) increased c-Fos signals (Fig. 2b,c). The astrocyte c-Fos signals induced by NA at 0.1 µM and 1 µM were both abolished by propranolol (Fig. 2d), which antagonizes Gα_s_-coupled β-adrenergic receptors (β-receptors), but not by prazosin or atipamezole, which antagonize Gα_q_-coupled α_1_-adrenoreceptors (α_1_-receptors) or Gα_i_-coupled α_2_-adrenoreceptors, respectively (Fig. 2d). The astrocyte c-Fos induction was resistant to the Ca^2+^ chelator 1,2-bis(2-aminophenoxy)ethane-*N*,*N*,*N*′,*N*′-tetraacetic acid (BAPTA-AM)^37^. The membrane-permeable Ca^2+^ ionophore ionomycin did not increase astrocyte c-Fos signals (Fig. 2d). However, the inhibition of cAMP production by the adenylate cyclase inhibitor SQ22536 attenuated astrocyte c-Fos signals induced by the adenylate cyclase–cAMP activator forskolin, the β-receptor agonist isoproterenol or NA (Fig. 2d). Together, these data show that NA induces c-Fos signals in primary astrocytes mainly through Gα_s_-coupled β-receptors and subsequent increases in cAMP.

**Fig. 2:**
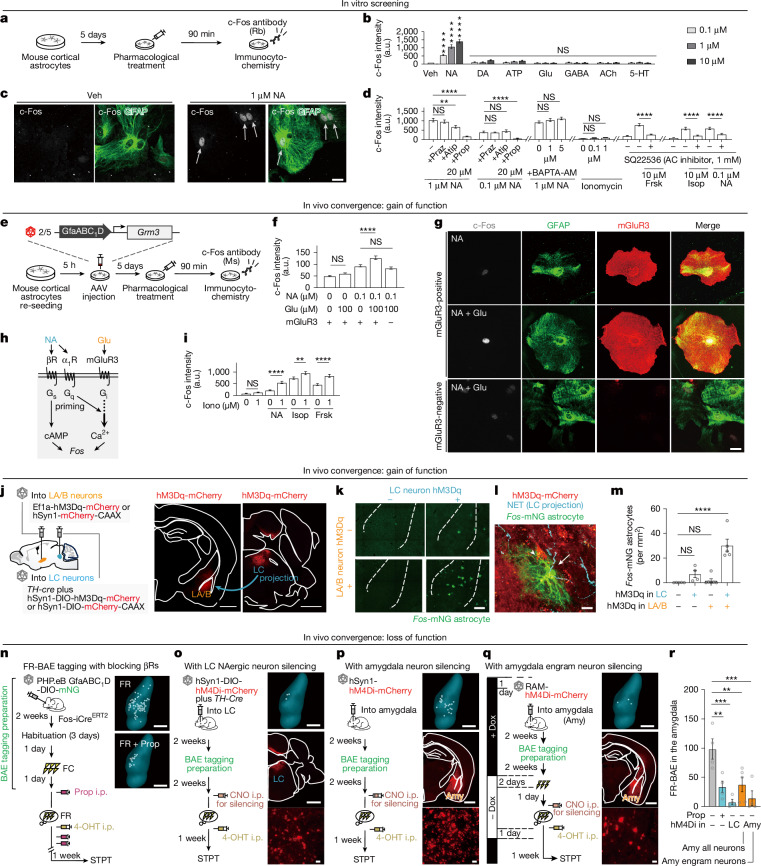
Convergence of neural signals evokes astrocyte *Fos.* **a**, Schematic of pharmacological screening. **b**, NA increased c-Fos intensity in GFAP^+^ astrocytes (*n* = 27–50 cells per condition). One-way ANOVA, Dunnett’s test versus vehicle (Veh). 5-HT, serotonin; a.u., arbitrary units; ACh, acetylcholine; DA, dopamine; GABA, γ-aminobutyric acid. **c**, Image showing NA (1 µM)-induced c-Fos increase (vehicle: *n* = 40; NA 1 μM: *n* = 41 cells). Scale bar, 10 μm. **d**, NA-induced c-Fos was blocked by inhibition of β-receptors or cAMP but not by Ca^2+^ mobilization (*n* = 28–55 cells per condition). One-way ANOVA, Dunnett’s or Tukey’s test. AC, adenylate cyclase; Atip, atipamezole; Frsk, forskolin; Isop, isoproterenol; Praz, prazosin; Prop, propranolol. **e**, Schematic of AAV-mediated *Grm3* (encoding mGluR3) expression. **f**,**g**, Convergent NA and glutamate stimulation enhanced c-Fos in mGluR3^+^ astrocytes, but not in mGluR3^−^ astrocytes (*n* = 98–131 cells per condition). One-way ANOVA, Tukey’s test. Scale bar, 20 μm. **h**, Schematic of signalling cascade. α_1_R, α_1_-receptor; βR, β-receptor. **i**, Ionomycin (Iono)-induced increase in Ca^2+^ increased c-Fos when combined with NA, isoproterenol (β-receptor agonist) or forskolin (*n* = 41–59 cells per condition). One-way ANOVA, Tukey’s test. **j**, Schematic of AAV injection into amygdala (LA/B) and LC in TRAP2 mice. Right, hM3Dq expression. Scale bars, 1 mm. **k**–**m**, Dual stimulation of LA/B and LC increased astrocyte density (LC–/LA/B–: *n* = 5; LC+/LA/B–: *n* = 4; LC–/LA/B+: *n* = 6; LC+/LA/B+: *n* = 5 mice). **k**, Images of hM3Dq-expressing cells. Scale bar, 200 μm. **l**, *Fos* co-expression in hM3Dq^+^ cells. Scale bar, 10 μm. **m**, Quantification of *Fos*-tagged astrocytes (mNG^+^) localized near hM3Dq^+^ LA/B neurons and NA fibres in **l** (representative of five biological replicates from the LC+/LA+ group). One-way ANOVA, Dunnett’s test. **n**–**q**, FR-BAE tagging with β-receptor blockade (propranolol, 10 mg kg^−1^) (**n**), LC silencing (**o**), amygdala (Amy) silencing (**p**) or RAM-based engram silencing (**q**) reduced BAE density. Scale bars (**n**,**o**–**q**, top and middle), 1 mm. **o**–**q**, Bottom image, magnified view showing local hM4Di-mCherry in neurons. Scale bars, 40 μm. Dox, doxycycline. **r**, FR-BAE density was reduced in all perturbation groups (Prop–/hM4Di–: *n* = 4; Prop+/hM4Di–: *n* = 4; LC: *n* = 4; amygdala (Amy): *n* = 5; engram: *n* = 4 mice). One-way ANOVA, Dunnett’s test. Data are mean ± s.e.m. Sample sizes and replicates in Supplementary Table 1.

**Fig. 3:**
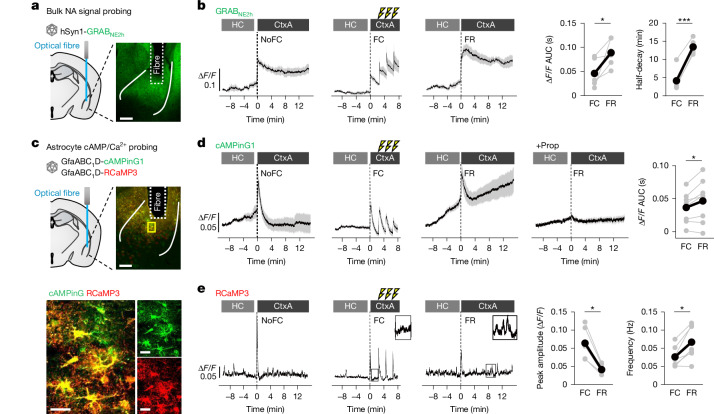
NA, astrocyte cAMP and Ca^2+^ signals before, during and after fear experiences. **a**, AAV injection of GRAB_NE__2h_ with optical fibre above LA/B to monitor bulk NA response (representative image from 6 mice; scale bar, 200 µm). **b**, Δ*F*/*F* traces showing NA signals in home cage (HC) and CtxA on fear conditioning (FC) day. NA signal increased with CtxA exposure and foot shocks, and showed larger, longer responses during recall (FR). Right, summary plots (*n* = 5–6 mice). AUC, area under the curve. **c**, Top, AAV injection of astrocyte-selective cAMPinG1 and RCaMP3 with optical fibre above LA/B to monitor astrocyte cAMP and Ca^2+^. Bottom, co-expression of cAMPinG1 and RCaMP3 in LA/B astrocytes (representative image from 8 mice; scale bars: 200 µm (main image), 20 µm (magnified views, bottom)). **d**, Astrocyte cAMP signals increased with context exposure and shocks, and during FR they increased gradually from HC baseline and were further enhanced in CtxA. Propranolol (10 mg kg^−1^, β-receptor antagonist) abolished these effects. Right, summary plot (*n* = 8 mice). **e**, Astrocyte Ca^2+^ signals also increased with context exposure and shocks. During FR, Ca^2+^ amplitude was reduced but event frequency was significantly higher. Right, summary plots (*n* = 7 mice). Wilcoxon signed-rank test. Data are mean ± s.e.m; in some cases, error bars are smaller than symbols. Sample sizes and number of replicates in Supplementary Table 1.

**Fig. 4:**
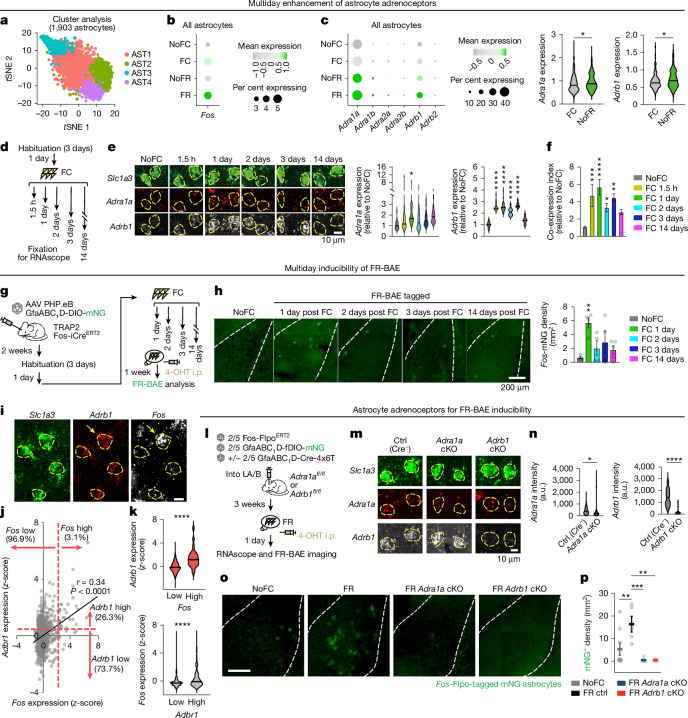
Adrenoreceptor upregulation after fear conditioning enables FR-BAE induction. **a**, *t*-Distributed stochastic neighbour embedding (*t*SNE) clustering of scRNA-seq data from amygdalar astrocytes across NoFC, FC, NoFR and FR conditions (*n* = 4 mice per group). **b**, Dot plots showing *Fos* expression. Dot colour indicates *z*-score (grey, depletion; green, enrichment). **c**, Left, dot plots showing adrenoreceptor gene expression. Undetected receptors (*Adra1d*, *Adra2c* and *Adrb3*) are not shown. Right, *Adra1a* and *Adrb1* upregulation in NoFR versus FC. Horizontal lines represent median. Mann–Whitney test. **d**, RNAscope timeline. **e**, RNAscope images and violin plots of *Adra1a* and *Adrb1* in *Slc1a3*^+^ astrocytes (18–28 cells from 5 mice per group). One-way ANOVA, Dunnett’s test versus NoFC. **f**, Co-expression index for *Adra1a* and *Adrb1* (Methods) peaks at 1 day post-FC. One-way ANOVA, Dunnett’s test versus NoFC. *n* = 18–28 cells, 5 mice per group. **g**, BAE tagging timeline. **h**, Representative images and quantification of tagged FR-BAE, peaking at 1 day post-FC. *n* = 4–5 mice per group. One-way ANOVA, Dunnett’s test versus NoFC. **i**, RNAscope of *Adrb1* and *Fos* in *Slc1a3*^+^ astrocytes (FR). Arrows indicate a *Fos* and *Adrb1*-high cell (representative images from 18 sections, 6 mice). Scale bar, 10 μm. **j**, Pearson’s correlation coefficient (*r*) for *Fos* and *Adrb1* expression (*z*-scores). *Fos*-high: *z* > 2 (3.1% cells); *Adrb1*-high: *z* > 0.5 (26.3%). Rationale in Methods. *n* = 814 cells from 6 mice. **k**, *Adrb1* expression is increased in *Fos*-high astrocytes (25 *Fos*-high cells, 789 *Fos*-low cells) and *Fos* is enriched in *Adrb1*-high astrocytes (215 *Adrb1*-high cells, 600 *Adrb1*-low cells). Mann–Whitney test. **l**, Schematic of *Adra1a* or *Adrb1* conditional knockout (cKO). **m**, RNAscope of *Adra1a* and *Adrb1* in *Slc1a3*^+^ astrocytes. Ctrl, control. **n**, Violin plots showing reduced targeted receptor after conditional knockout (77–117 cells, 3 mice per group). Horizontal lines represent the median. **o**,**p**, Images (**o**) and quantification (**p**) of FR-BAEs, showing decreased density following *Adra1a* or *Adrb1* conditional knockout. Scale bar, 200 μm. *n* = 5–9 mice, One-way ANOVA, Dunnett’s test versus FR controls. Data are mean ± s.e.m. Sample sizes and replicates in Supplementary Table 1.

Astrocytes in vivo respond to both local circuits and long-range neuromodulators^15^. Our data (Fig. 1g and Extended Data Fig. 3d) suggest that local activity also contributes to *Fos* induction in vivo. Given the transcriptional differences between in vitro and in vivo astrocytes, notably the reduced expression of metabotropic glutamate receptor 3 (mGluR3, encoded by *Grm3*) in cultured astrocytes^17,38^, which is abundantly expressed in adult in vivo astrocytes^39^, we heterologously expressed mGluR3 in primary astrocytes via AAVs to mimic the in vivo context (Fig. 2e). In mGluR3-expressing astrocytes, glutamate alone was ineffective, but in combination with NA it strongly enhanced c-Fos intensity (Fig. 2f,g). No such synergy was seen in mGluR3-negative astrocytes. Because Gα_i_-coupled GPCRs such as mGluR3 can enhance Gβγ–Ca^2+^ signalling when Gα_q_–phospholipase Cβ is co-activated^29,40^, NA may recruit α_1_-receptors (Gα_q_) and mGluR3 (Gα_i_) to cooperate with β-receptor–cAMP pathways (Fig. 2h). Supporting this, ionomycin-induced Ca^2+^ signals enhanced c-Fos when combined with NA, isoproterenol or forskolin (Fig. 2i). Thus, astrocytic c-Fos is driven primarily by β-receptor–cAMP and is further potentiated by convergent glutamate and NA signalling.

To test this convergence in vivo, we expressed neuron-specific hM3Dq in LA/B and locus coeruleus (LC), which mainly consists of noradrenergic neurons to stimulate them with CNO (Fig. 2j–m). The number of *Fos*-mNG^+^ astrocytes remained low when only LA/B or LC neurons were activated, but increased markedly when both were stimulated (Fig. 2j–m). This provides in vivo evidence that coincident local and noradrenergic inputs induce astrocytic *Fos*.

We next tested the necessity of local and far-reaching NA neural signals during FR-BAE tagging. TRAP2::AAV-PHP.eB-GfaABC_1_D-DIO-mNG mice received one of four perturbations at the time of tagging: β-receptor antagonism with propranolol (Fig. 2n) or hM4Di-mediated silencing of LC neurons (Fig. 2o), amygdalar neurons (Fig. 2p) or amygdalar engram neurons tagged with the robust activity marking (RAM) system^41,42^ whose hM4Di-based silencing (Extended Data Fig. 8) is known to reduce fear memory recall^41^ (Fig. 2q). In all conditions, FR-BAE density decreased significantly (Fig. 2r), demonstrating dependence on both LC-NA and local engram activity.

To further test whether FR-BAEs reside in anatomical contexts where they could receive convergent inputs from both noradrenergic projections and local engram neurons, we performed dual-colour *Fos* tagging with neuron-specific DIO-mCherry and astrocyte-specific DIO-mNG AAVs in TRAP2 mice, combined with noradrenaline transporter (NET) immunostaining to visualize noradrenergic projections (Extended Data Fig. 9). Territories of FR-BAEs showed greater overlap with noradrenergic projections and FR engram neurons than those of non-FR-BAEs, with no change in astrocyte territory size. These findings indicate that FR-BAEs are positioned to integrate convergent inputs from noradrenergic projections and local engram neurons, supporting the model that their coincidence drives FR-BAE induction in the amygdala.

## Recall-evoked NA–astrocyte signalling

Our data (Fig. 2) support a convergence model in which NA and engram activity induce astrocyte *Fos*. However, since both activities occur during FC and FR^8,43^, the stronger astrocyte *Fos* induction during FR than FC (Fig. 1) raises the question of how astrocytes generate this selective response. To address this, we examined NA release and astrocyte cAMP–Ca^2+^ signalling dynamics across fear learning and recall using in vivo fibre photometry (Fig. 3 and Extended Data Fig. 8). We deployed AAV2/9-hSyn1-GRAB_NE__2h_^44^ to monitor bulk NA signals in the LA/B of freely behaving mice (Fig. 3a,b). During habituation 24 h prior to FC, NA signals were observed when the mice were placed into context A (CtxA; foot shock chamber) (peak Δ*F*/*F* = 0.142 ± 0.017), probably reflecting mild stressors and/or locomotion^44^ (NoFC; Fig. 3b). On top of the contextual NA signals, single foot shocks evoked enhanced and relatively fast (peak Δ*F*/*F* = 0.206 ± 0.04; half-decay = 4.3 min) NA responses in LA/B (FC; Fig. 3b). In addition, further enhanced (peak Δ*F*/*F* = 0.211 ± 0.022) and prolonged (half-decay = 13.5 min) NA signals were observed during the contextual FR (FR; Fig. 3b). The prolonged NA signals were absent in context B (CtxB) (Extended Data Fig. 10c,d), a neutral, non-conditioned context where mice show no freezing (Extended Data Fig. 10b), indicating that recall of contextual fear drives sustained NA signals.

We next used dual-colour fibre photometry (AAV2/5-GfaABC_1_D-cAMPinG1 and AAV2/5-GfaABC_1_D-RCaMP3^45^) to measure astrocyte cAMP and Ca^2+^ signals (Fig. 3c). Consistent with the NA signals (Fig. 3a,b), cAMPinG1 signals increased during habituation and foot shocks, which fully decayed within about 2 min (NoFC and FC; Fig. 3d). On the FR day, however, astrocytes displayed a progressive increase in cAMP (FR; Fig. 3d), which was absent in CtxB (Extended Data Fig. 10e,f). β-receptor antagonism (propranolol) in vivo abolished the astrocytic cAMP signalling during FR (Fig. 3d), which suppressed FR-BAE induction (Fig. 2n,r) and freezing (Extended Data Fig. 10b′). Foot shock elicited astrocyte Ca^2+^ signals as reported previously^46^, and Ca^2+^ event frequency increased during FR (Fig. 3e). These data collectively indicate that fear experiences induce the enhancement of NA signals within the amygdala, which strongly trigger astrocyte cAMP signals through β-receptors during FR.

## Multiday astrocyte state changes

The increased astrocyte cAMP–Ca^2+^ signalling during FR raised the question of how astrocytes mount stronger responses during recall than during conditioning, despite NA release and engram neural activity occurring in both fear experiences. To address this, we examined experience-dependent molecular changes in astrocytes under NoFC, FC, NoFR and FR conditions. We dissected amygdala tissue 90 min after behavioural testing and isolated astrocytes by fluorescence-activated cell sorting (FACS) using the ATPase Na^+^/K^+^ transporting subunit β2 (ATP1B2)^47^ antibody ACSA2 (Extended Data Fig. 11a) and performed single-cell RNA sequencing (scRNA-seq). 

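The scRNA-seq data comprised 3 libraries, each a pool of sorted amygdala cells from several mice. Before pooling, the cells of each mouse had been stained with a hashtag antibody, whose oligonucleotide is sequenced with the cell and records the mouse it came from. The hashtag table listed 16 mice, 4 in each of the non-shocked (NoFC), FC, conditioned but not recalled (NoFR) and FR groups. Library 1 held 2 mice of each group, library 2 held 1 NoFC, 2 FC and 1 FR mice, and library 3 held 1 NoFC, 2 NoFR and 1 FR mice. The authors deposited unnormalized UMI counts per gene and per hashtag for every cell barcode. There were 5287 barcodes and 42350059 gene UMIs in library 1, 3631 barcodes and 31700569 UMIs in library 2, and 4628 barcodes and 33368825 UMIs in library 3.

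From these counts, cells were filtered, assigned to mice and clustered. Pericytes were set aside by cluster after the hashtag calls, whereas the Methods list their removal before these calls. The cells of clusters with astrocyte markers were taken as astrocytes. The UMI counts of the astrocytes of each mouse were summed, so that mice rather than cells were the replicates. The sums ranged from 464018 to 1248076 UMIs in NoFC mice (median 897189), from 869087 to 3042781 in FC mice (median 963564), from 624474 to 1333313 in NoFR mice (median 828858) and from 509571 to 2207742 in FR mice (median 782414). Genes were compared between groups with edgeR's quasi-likelihood test after TMM normalization, with the library as a covariate and Benjamini-Hochberg adjustment over the genes tested. Values of single mice were compared by 2-sided exact permutation tests of the difference in means, for which p = 0.0286 is the smallest value that 4 mice against 4 allow. Hashtag counts were low on astrocytes, with a median of 5 UMIs for the strongest hashtag of a cell and 3 for the next, and the strongest had under 10 UMIs in 88.1% of astrocytes. A smaller share of astrocytes than of pericytes, whose hashtags were stronger, kept their singlet call in other settings of the hashtag calls.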

After quality control, we obtained profiles of 1,903 astrocytes (Fig. 4a and Extended Data Fig. 11b,c) and identified 4 transcriptionally distinct astrocyte clusters (AST1–4; Fig. 4a, Extended Data Fig. 11d,e and Supplementary Table 3). 

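Of 13546 barcodes, 11360 passed the filters on genes and mitochondrial UMIs and 4135 of these were called singlets by their hashtags. The hashtag belonged to a listed mouse in 2654 singlets, of which 1526 lay in astrocyte-like clusters and 889 in pericyte-like clusters. The paper's reported number is 1903 astrocytes. Each mouse had between 42 and 246 astrocytes. The number was 749 when every cell with a *Pdgfrb* UMI was left out in place of pericyte-like clusters, and moved most, to 326, with strict hashtag calls of at least 10 UMIs and 3 times the next hashtag, a setting chosen after seeing the data. An astrocyte had a median of 10594.5 UMIs and 3513 genes. Clustering the 1526 astrocytes at a resolution of 0.4 gave 4 subclusters of 477, 453, 374 and 222 cells. By the mean score of the genes listed for each cluster in Supplementary Table 3, the best matches of these subclusters were AST4, AST3, AST2 and AST4 in that order, and none matched AST1 best. The largest share of any subcluster that came from a single library was 67.5%.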

We did not observe any noticeable shifts in the subcluster composition across conditions, suggesting that FC and FR do not alter cluster identity. 

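The share of a mouse's astrocytes in the largest subcluster was 22.5 ± 8.84% (SD, n = 4 mice) in NoFC, 40.2 ± 1.33% (n = 4) in FC, 33.6 ± 9.45% (n = 4) in NoFR and 24.8 ± 3.99% (n = 4) in FR. In the next largest subcluster it was 33.6 ± 10.1%, 26.2 ± 3.55%, 31.0 ± 7.58% and 29.7 ± 6.69% in the same order of groups. The remaining subclusters held 23.1 ± 6.08%, 20.5 ± 4.46%, 23.4 ± 10.9% and 28.6 ± 5.64%, and 20.7 ± 8.55%, 13.1 ± 2.42%, 11.9 ± 2.93% and 16.9 ± 3.71%. Over 4 subclusters and 6 pairs of groups, 24 comparisons were made. In the largest subcluster the share was 17.7 percentage points higher in FC than in NoFC mice and fell by 15.5 points from FC to FR mice, each at the smallest exact permutation p of 0.0286 without overlap between the mice, and Benjamini-Hochberg adjustment over the 24 comparisons gave 0.343. No comparison passed an adjusted p of 0.05, which a single comparison at the smallest p cannot do after this adjustment. In edgeR's quasi-likelihood test on cells per subcluster, 3 comparisons had an unadjusted p under 0.05 and 0 passed after adjustment, with a smallest adjusted p of 0.063. With the libraries integrated, the exact permutation p in the largest subcluster was 0.0857 for FC against NoFC and 0.0571 for FR against FC. At a clustering resolution of 0.8 both stayed at 0.0286. At 0.2 the subcluster of 577 cells, with the same best match AST4, had 0.0571 and 0.0286.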

*Fos*-positive astrocytes comprised 2.9–4.2% of total astrocytes (Fig. 4b), consistent with earlier data (Extended Data Fig. 4). 

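*Fos* (ENSMUSG00000021250) lies on the forward strand of chromosome 12 of GRCm38 from 85473890 to 85477273 in the GENCODE vM21 annotation. The share of astrocytes with at least 1 *Fos* UMI was 3.78 ± 2.92% (SD, n = 4 mice) in NoFC, 5.41 ± 2.00% (n = 4) in FC, 3.38 ± 1.36% (n = 4) in NoFR and 3.26 ± 1.88% (n = 4) in FR mice. With the cells of a group pooled, the shares were 4.23%, 5.38%, 3.36% and 2.93% in the same order. Of 889 pericytes, 0 had a *Fos* UMI, which allows a share of up to 0.337%, at a median of 4909 UMIs per cell. No pair of groups passed the exact permutation test over the mice. Over 6 comparisons the exact permutation p was 0.143 for FR against FC (difference −2.15 percentage points, Benjamini-Hochberg adjusted p = 0.429), 0.371 for FC against NoFC (difference 1.63 points) and 0.114 for NoFR against FC (difference −2.03 points). Requiring at least 2 *Fos* UMIs moved the shares most, to 0.248% in NoFC, 0.907% in FC, 0.510% in NoFR and 0.711% in FR. With every cell thinned to 7870 UMIs and shallower cells left out, the shares were 1.82 ± 1.52% in NoFC, 3.73 ± 0.399% in FC, 3.71 ± 3.24% in NoFR and 2.42 ± 1.89% in FR.

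**Figure D1:**
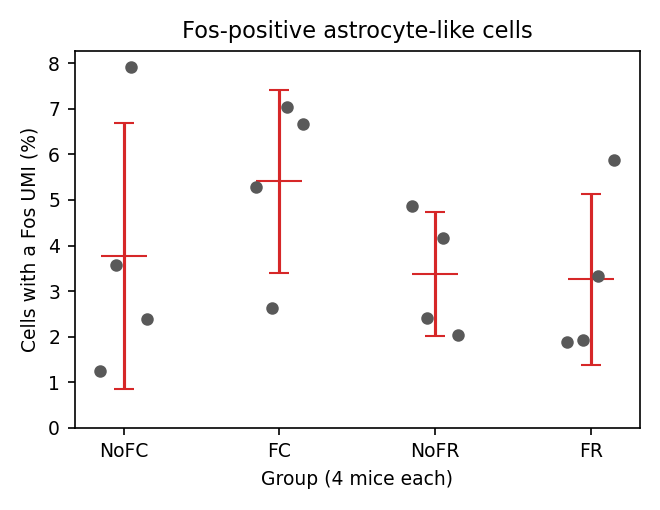
Share of astrocytes with at least 1 *Fos* UMI, in percent, for each group. Points are mice, lines are group means and bars are SD; the 16 mice lie between 1.25% and 7.92%, and the groups overlap.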

Of note, FR astrocytes showed the highest *Fos* levels (Fig. 4b), in line with BAE tagging (Fig. 1). 

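*Fos* was counted with 15 UMIs in all NoFC astrocytes, 30 in FC, 13 in NoFR and 14 in FR. At this depth it fell below edgeR's filter on low counts and was tested because the paper names it. Its level per mouse, in TMM-normalized CPM, was 3.77 ± 3.21 (SD, n = 4 mice) in NoFC, 5.38 ± 2.47 (n = 4) in FC, 3.91 ± 1.28 (n = 4) in NoFR and 3.79 ± 2.36 (n = 4) in FR. The log2 fold change of FR over NoFC was −0.20 (standard error 0.608, adjusted p = 0.994 from edgeR's quasi-likelihood test) and that of FR over NoFR was −0.18 (standard error 0.642, adjusted p = 0.999 from the same test). Both lie within their standard errors. The direction of FR over NoFC turned positive without mouse FR 1 (0.058) and without mouse NoFC 3 (0.41), and that of FR over NoFR without FR 1 (0.065) and without NoFR 1 (0.17). A lower positive quantile of 0.95 in the hashtag calls gave 0.48 and 0.59 for these comparisons. Within library 1, the share of astrocytes with a *Fos* UMI was 2.41% in NoFC and 3.65% in NoFR mice, each the mean of 2 mice. Within library 2 it was 7.92% in the single NoFC mouse (95% Wilson interval 4.07% to 14.9%). Within library 3 FR was highest, with 5.88% in the single FR mouse (interval 2.54% to 13.0%), 2.38% in the single NoFC mouse (interval 0.422% to 12.3%) and 3.10% over 2 NoFR mice.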

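The direct comparison of *Fos* between FR and FC mice gave a log2 fold change of −0.57 (standard error 0.551, adjusted p = 0.999 from edgeR's quasi-likelihood test), a level in FR of 0.674 times that in FC. The unadjusted p was 0.307. With each mouse left out in turn the log2 fold change stayed between −0.92 and −0.072. It turned to 0.073 when every cell with a *Pdgfrb* UMI was left out. Within library 1, the share of *Fos*-positive astrocytes was 1.90% in FR and 3.96% in FC, each the mean of 2 mice. Within library 2 it was 3.33% in the single FR mouse (95% Wilson interval 0.919% to 11.4%) and 6.85% over 2 FC mice. Library 3 held no FC mice. The log2 fold change between FR and FC mice was close to its standard error and did not pass the test.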

Whereas scRNA-seq provides a snapshot at a single time point (approximately twofold increase in FR versus FC; Fig. 4b), the *Fos*-TRAP system integrates promoter activity over hours, which is likely to account for the greater fold differences observed with tagging (more than 30-fold in FR versus FC; Fig. 1d,e).

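A UMI of the α1A-receptor gene *Adra1a* was found in 39.3% of the 1526 astrocytes and a UMI of the β1-receptor gene *Adrb1* in 19.9%. In pericytes, at a lower median depth of 4909 UMIs per cell, the shares were 9.56% for *Adra1a* and 0 of 889 for *Adrb1*, which allows up to 0.337%. *Adra1b* followed with 7.08% of astrocytes and 2.14% of pericytes. *Adra2a* was found in 2.95% of astrocytes and 3.15% of pericytes, so its share in astrocytes was not above that in pericytes. *Adra2b* was found in 1 astrocyte and *Adra2c* in 3 astrocytes, all of FC mice. *Adra1d* and *Adrb3* were found in 0 of 1526 astrocytes, which allows a share of up to 0.197%. *Adra1a* and *Adrb1* had the highest counts of all adrenoreceptor genes in 15 of 16 mice, and in 14 of 16 after every cell was thinned to a fixed number of UMIs. On GRCm38, *Adra1a* (ENSMUSG00000045875) lies on chromosome 14 from 66635251 to 66771168 and *Adrb1* (ENSMUSG00000035283) on chromosome 19 from 56722199 to 56733113, both on the forward strand.

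**Figure D2:**
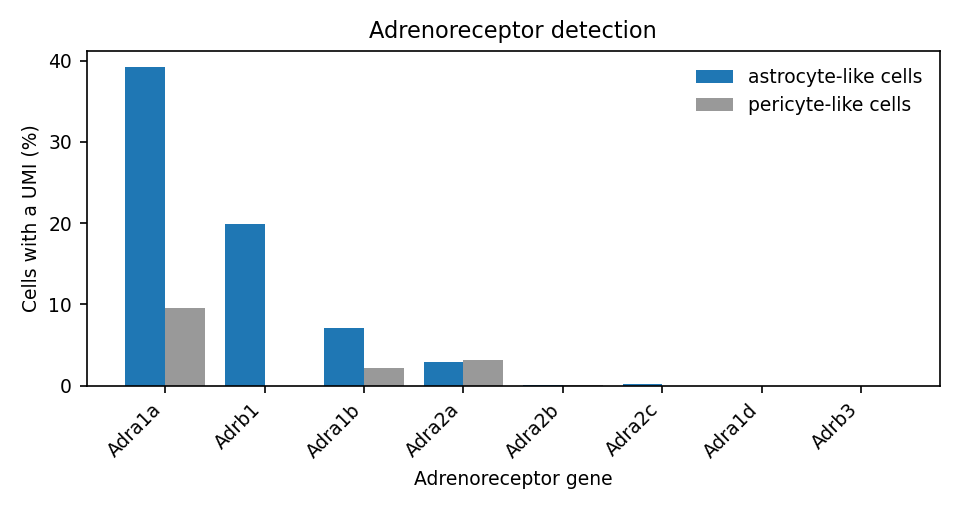
Share of astrocytes and of pericytes with at least 1 UMI of each adrenoreceptor gene shown, in percent. *Adra1a* and *Adrb1* have the highest bars in astrocytes, at 39.3% and 19.9%.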

Subsequent analyses revealed that *Adra1a* (α_1_-receptor) and *Adrb1* (β_1_-adrenoreceptor) as the two dominant adrenoreceptor genes expressed in amygdalar astrocytes. Notably, both receptors were upregulated in the FC group (1.5 h post-FC) and further elevated in the NoFR group (24 h post-FC without recall), suggesting continued priming of astrocytes over time (Fig. 4c). This data suggests a model in which FC induces a molecular state change in astrocytes, with a latency, increasing adrenoreceptor expression to potentiate NA signalling and enable future repeated fear-evoked *Fos* induction during FR. 

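The level of *Adra1a* in astrocytes, in TMM-normalized CPM, was 75.9 ± 14.2 (SD, n = 4 mice) in NoFC, 53.5 ± 9.03 (n = 4) in FC, 71.3 ± 3.75 (n = 4) in NoFR and 69.2 ± 8.30 (n = 4) in FR mice. From NoFC to FC it fell by 0.38 on the log2 scale (standard error 0.155, unadjusted p = 0.0174, adjusted p = 1.0 from edgeR's quasi-likelihood test). Every FC mouse lay below every NoFC mouse (exact permutation p = 0.0286, 0.171 after Benjamini-Hochberg adjustment over the 12 comparisons of both genes). From FC to NoFR *Adra1a* rose by 0.26 (standard error 0.170, adjusted p = 0.998 from the same test), again without overlap between the mice. With MULTIseqDemux in place of HTODemux, which left 5 mice and none of the FR group, the change from NoFC to FC was 0.10. Within library 1 the *Adra1a* level was 69.1 CPM in NoFC, 56.7 in FC and 71.6 in NoFR, and within library 2 it was 69.1 in 1 NoFC mouse and 50.3 in FC.

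The level of *Adrb1* was 18.9 ± 2.88 CPM (SD, n = 4 mice) in NoFC, 20.5 ± 4.66 (n = 4) in FC, 23.8 ± 4.23 (n = 4) in NoFR and 25.7 ± 10.8 (n = 4) in FR. The log2 fold change of FC over NoFC was 0.22 (standard error 0.25, adjusted p = 1.0 from edgeR's quasi-likelihood test), with an exact permutation p of 0.571. That of NoFR over FC was −0.075 (standard error 0.262, adjusted p = 0.998 from the same test) with the library as a covariate. Without the library term it was 0.17, and without mouse FC 1 or mouse FR 4 it was 0.040 and 0.094. Within library 1 *Adrb1* was at 20.2 CPM in NoFC, 23.0 in FC and 24.0 in NoFR, and within library 2 at 19.4 in 1 NoFC mouse and 18.0 in FC. No library held NoFR mice together with FC mice other than library 1. Neither receptor passed in any pair of groups after adjustment. This does not show equal levels. For *Adra1a* the exact permutation p was already the smallest possible, 0.0286, and became 0.171 over the 12 comparisons. The p of edgeR's test was adjusted over all 9439 genes tested. From a higher expression of both receptors after FC and a further rise without recall, the paper proposes that the priming of astrocytes continues over time.

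**Figure D3:**
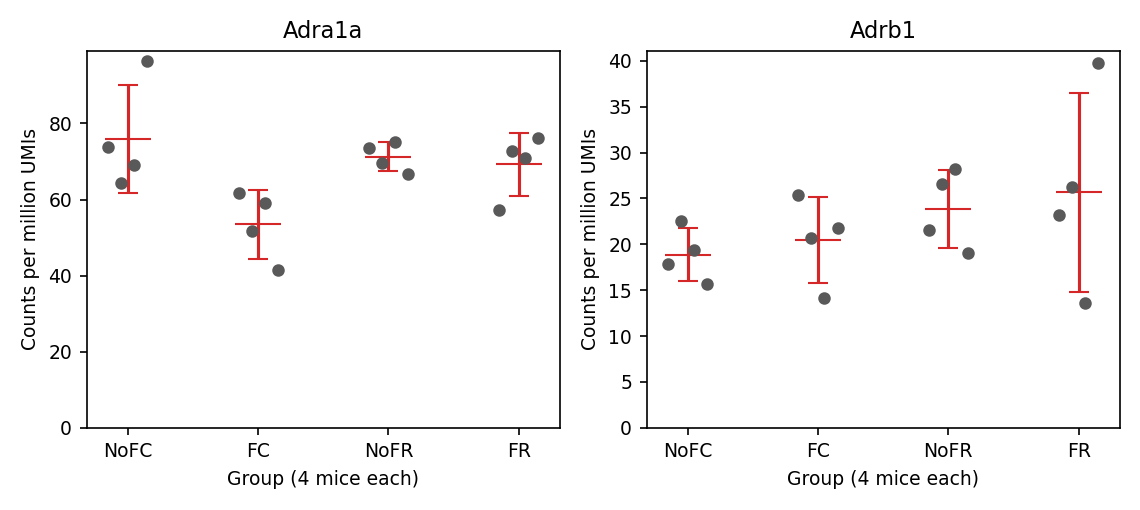
Level of *Adra1a* and *Adrb1* in the astrocytes of each mouse, in CPM, by group. Points are mice, lines are means and bars are SD; for *Adra1a* the FC mice, with a mean of 53.5, lie below all NoFC and NoFR mice.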

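Over all 9439 genes tested in astrocytes, edgeR's quasi-likelihood test called 0 genes for FC against NoFC, 0 for NoFR against NoFC, 1 for FR against NoFC, and 0 for each of NoFR against FC, FR against FC and FR against NoFR, at an adjusted p under 0.05. The unadjusted p was under 0.05 for 319, 643, 523, 397, 405 and 339 genes in the same order. DESeq2 called 0, 7, 7, 0, 0 and 0 genes. The mice of both groups did not overlap for 222, 286, 238, 285, 258 and 224 genes, where chance gives 2.86% of the genes tested.

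The gene called was *Gm12239* (ENSMUSG00000086020), an antisense RNA on chromosome 11 from 55772088 to 56070848 of GRCm38. Its level was 464 ± 106 CPM in NoFC (SD, n = 4 mice), 360.1 ± 50.9 (n = 4) in FC, 324 ± 16.9 (n = 4) in NoFR and 257 ± 27.2 (n = 4) in FR, a log2 fold change of −0.82 for FR over NoFC (standard error 0.118, adjusted p = 0.000176 from the same test). It was called with each of the 16 mice left out in turn, but 0 genes were called in this pair with a hashtag quantile of 0.95 or with every cell with a *Pdgfrb* UMI left out. Counts of an antisense gene are uncertain here because the use of strand in the counting is not given in the sources used here, and *Gm12239* was also among the leading genes of an astrocyte cluster. In simulated counts with 200 changed genes at these depths, a 2-fold change was recovered for between 73 and 83.5% of the genes and a 1.5-fold change for between 25 and 39%, depending on the pair of groups. The simulated counts held no cells assigned to a wrong mouse. These shares therefore do not cover a mixing of mice by weak hashtags, which could hide changes in the real counts. Gene lists fixed beforehand for immediate early genes, glucocorticoid targets, and evening and morning clock genes passed in no pair of groups (fry, adjusted p = 0.972 in each). Only 2 of the 13 immediate early genes passed the filter on low counts, so this result says little about that list. The smallest unadjusted p was 0.0442, for glucocorticoid targets in NoFR against NoFC. Adjusted over the list alone, 2 glucocorticoid targets passed in NoFR against NoFC and 1 in NoFR against FC, and 0 genes of the other lists passed in any pair. Over all genes tested, 0 genes of any list passed.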

The enhancement in astrocytic adrenoreceptor expression is likely to underlie the NA–β-receptor-driven cAMP signals during FR (Fig. 3c,d) and *Fos* induction in response to recall of strong fear memory a day after conditioning (Fig. 1). To test this model, we explored temporal changes in adrenoreceptor expression, their link to FR-BAE induction, and causal roles in *Fos* induction.

We examined the time course of *Adra1a* and *Adrb1* expression following FC, using single-cell RNAscope on amygdalar sections collected at 1.5 h, 1 day, 2 days, 3 days and 14 days post-conditioning (Fig. 4d–f). *Adrb1* expression was significantly increased from 1.5 h to 3 days post-conditioning (approximately twofold versus NoFC; Fig. 4e), but returned to baseline by 14 days. By contrast, *Adra1a* expression was increased at 1 day post-conditioning (Fig. 4e), showed partial decay by 2 to 3 days, and peaked again at 14 days. We calculated a co-expression index for each cell (relative *Adrb1* expression × relative *Adra1a* expression; Methods) and found a peak at 1 day post-FC (Fig. 4f), followed by gradual decline. To test whether this molecular profile predicts the degree of astrocyte *Fos* induction during recall, we performed FR-BAE tagging at multiple time points post-FC (1 day, 2 days, 3 days and 14 days; Fig. 4g,h). Consistent with the adrenoreceptor co-expression time course (Fig. 4f), FR-BAE density peaked at 1 day and declined thereafter (Fig. 4h), suggesting a defined window for FR-BAE induction. Moreover, RNAscope further revealed strong *Fos*–*Adrb1* correlation in FR astrocytes (Fig. 4i–k).

To determine whether these adrenoreceptors are causally required for FR-BAE induction, we performed astrocyte-specific knockdown of *Adra1a* or *Adrb1* in the amygdala (Fig. 4l) using floxed mouse lines^48–50^, AAV2/5-GfaABC_1_D-Cre-4x6T^51^ and Flp-based *Fos*-tagging AAVs (AAV2/5-Fos-Flpo^ER^^T2^ and AAV2/5-GfaABC_1_D-fDIO-mNG). Knockdown of either receptor (Fig. 4m,n) significantly reduced FR-BAE density (Fig. 4o,p), indicating that both Gα_q_-coupled α_1_-receptors and Gα_s_-coupled β_1_-receptors are necessary for FR-BAE induction in vivo. Our earlier finding that the α_1_-receptor antagonist prazosin did not block NA-induced c-Fos induction in cultured astrocytes (Fig. 2d) probably reflects the downregulation of *Adra1a* in vitro^17^, highlighting the importance of in vivo validation. Collectively, our data support a model in which initial fear experience primes astrocytes to upregulate adrenoreceptor expression over time, creating a multiday molecular trace that allows future NA release upon repeated experiences (that is, recall) to selectively recruit the astrocyte ensemble.

## The astrocyte ensemble stabilizes memory

Transcriptomics enabled us to probe molecular changes of FR-BAEs linked to functional outputs. We mined differentially expressed genes between *Adrb1*-positive and *Adrb1*-negative astrocytes (Extended Data Fig. 12a) and identified *Igfbp2* as highly upregulated in *Adrb1*-positive astrocytes (Extended Data Fig. 12a,b). 

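*Igfbp2* (ENSMUSG00000039323) lies on the forward strand of chromosome 1 of GRCm38 from 72824503 to 72852474. Among 409 astrocytes of FR mice, 85 (20.8%) had an *Adrb1* UMI and 324 did not, with a median of 10867 and 9637 UMIs per cell. Counts were summed per mouse and *Adrb1* status, and the pairs of sums were compared within mice, leaving out *Adrb1* itself. *Igfbp2* was at 155 ± 108 CPM (SD, n = 4 mice) in *Adrb1*-positive and 68.2 ± 41.8 CPM (n = 4) in *Adrb1*-negative astrocytes, a log2 fold change of 1.05 (standard error 0.234, adjusted p = 0.0308 from edgeR's quasi-likelihood test). It was higher in *Adrb1*-positive astrocytes in 3 of 4 mice, and the exact permutation test over signs gave p = 0.25, where 0.125 is the smallest p that 4 mice allow. In the mice FR 1, FR 2, FR 3 and FR 4 the level was 192, 292, 67.9 and 68.9 CPM in positive and 122, 55.5, 73.3 and 21.9 CPM in negative cells. The positive cells numbered 43, 10, 9 and 23 in the same order. The call rests on single mice: the log2 fold change was 1.42 (adjusted p = 0.151) without FR 1, 0.69 (adjusted p = 0.999) without FR 2, 1.19 (adjusted p = 0.0206) without FR 3 and 0.96 (adjusted p = 0.763) without FR 4, from edgeR's quasi-likelihood test. The value moved most with the mice of all 4 groups, to 0.50, with *Igfbp2* higher in 10 of 16 mice. *Igfbp2* led the genes of the largest astrocyte cluster.

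**Figure D4:**
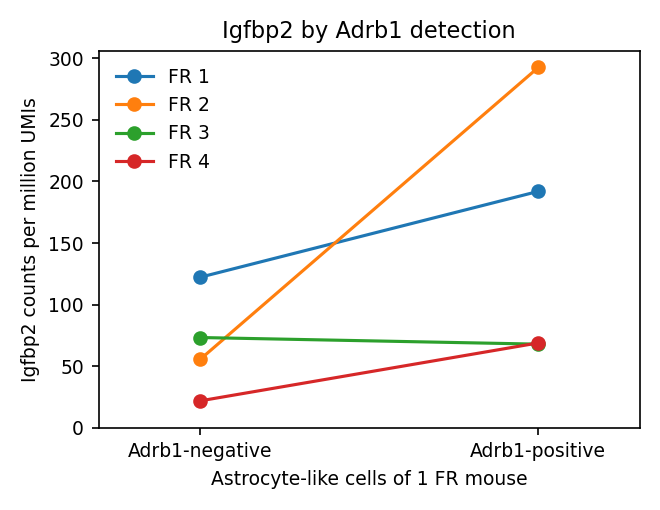
Level of *Igfbp2* in *Adrb1*-negative and *Adrb1*-positive astrocytes, in CPM, with 1 line per FR mouse. The line rises in 3 of 4 mice, most in FR 2 from 55.5 to 292, where 10 cells were *Adrb1*-positive.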

Our single-cell RNAscope revealed highly correlated expression of *Adrb1* and *Igfbp2* (Extended Data Fig. 12c–e), suggesting that astrocytic *Adrb1* upregulation could promote *Igfbp2* induction. *Igfbp2* encodes the secreted protein IGFBP2, which was recently reported to be enriched in ‘peri-neuronal engram’ *Fos*^+^ astrocytes of the amygdala after fear recall^22^.

Given that IGFBP2 and its binding partners, insulin-like growth factors (IGFs), are crucial for synaptic plasticity^52,53^ and that chronic deletion of IGFBP2 disrupts synaptic transmission, circuit maturation and memory^22,52,54^, we hypothesized that IGFBP2 expression in FR-BAE^LA/B^ contributes to circuit de-stabilization and re-stabilization upon recall^2,3^. We tested this hypothesis with a spatiotemporally specific in vivo pharmacological perturbation of IGFBP2 (Extended Data Fig. 12f–h). We bilaterally infused an IGFBP2-neutralizing antibody^52^ (IGFBP2-Ab; 1 mg ml^−1^) immediately after FR in CtxA—that is, within the reconsolidation window during which memories become labile to be weakened or strengthened^2^. Mice received repeated daily infusions and FR sessions for five days (Extended Data Fig. 12f). IGFBP2-Ab treatment reduced freezing compared with controls (Extended Data Fig. 12g,h), indicating impaired memory stabilization; controls infused with IgG showed no change. 

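In the astrocytes of each group, *Igfbp2* was at 83.1 ± 34.7 CPM (SD, n = 4 mice) in NoFC, 86.8 ± 23.5 (n = 4) in FC, 91.6 ± 42.0 (n = 4) in NoFR and 83.3 ± 41.3 (n = 4) in FR mice. The log2 fold change of FR was 0.04 over NoFC (standard error 0.379), 0.03 over FC (standard error 0.371) and −0.09 over NoFR (standard error 0.388), and that of NoFR over NoFC was 0.12 (standard error 0.405). All adjusted p from edgeR's quasi-likelihood test were at least 0.985, and the exact permutation p of every pair of groups was at least 0.714. The groups did not differ by more than the spread between mice. These levels cover all astrocytes of a mouse, so a change in a subset of them may not show. Within library 1 the level was 113 CPM in NoFC, 103 in FC, 83.4 in NoFR and 115 in FR. Within library 2 it was 58.1 CPM in 1 NoFC mouse, 70.8 in FC and 69.3 in 1 FR mouse, and within library 3 the order differed, with 49.3 CPM in 1 NoFC mouse, 99.8 in NoFR and 34.1 in 1 FR mouse.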

Combined, our transcriptomics, RNAscope and pharmacological perturbation data indicate that a subset of astrocytes increases adrenoreceptor expression upon fear experiences, enhancing NA responsiveness and recall-driven induction of *Fos* and *Igfbp2* to stabilize fear memory.

To directly examine the causal role of FR-BAE signalling in memory stabilization, we performed a loss-of-function experiment selectively targeting FR-BAEs in LA/B. We used iβARK, a genetically encoded 122-amino acid peptide that binds Gα_q_–GTP to suppress GPCR signalling^26^ (Extended Data Fig. 13a). In ex vivo Ca^2+^ imaging in amygdalar astrocytes, iβARK reduced α_1_-receptor-evoked Ca^2+^ responses relative to its mutant control, although some residual oscillatory activity persisted (Extended Data Fig. 13c,f,g), consistent with our prior findings in the striatum^26^. To improve efficacy, we developed iβARK2 by fusing the original peptide to a membrane-anchoring Lck domain, enabling more effective proximity-based inhibition (Extended Data Fig. 13a,b). iβARK2 showed robust membrane localization across astrocytic compartments, including fine processes (Extended Data Fig. 13d). Astrocytes expressing iβARK2 displayed significantly attenuated Ca^2+^ responses relative to both iβARK and the control iβARK2mut (Extended Data Fig. 13e–g). We next generated Cre-dependent AAV versions of iβARK2 and iβARK2mut for use in Fos-iCre^ER^^T2^ TRAP mice to selectively target FR-BAEs (Fig. 5a,b). Remarkably, silencing FR-BAEs with iβARK2 impaired memory stabilization upon repeated recall (Fig. 5c), consistent with the behavioural effects observed upon neutralization of astrocyte-derived IGFBP2 (Extended Data Fig. 12f–h). Moreover, astrocytic IGFBP2 levels were significantly reduced in iβARK2-expressing mice compared with iβARK2mut controls (Fig. 5d), suggesting that suppression of GPCR signalling in FR-BAEs disrupts the recall-dependent transcriptional induction of IGFBP2 and compromises memory stabilization.

**Fig. 5:**
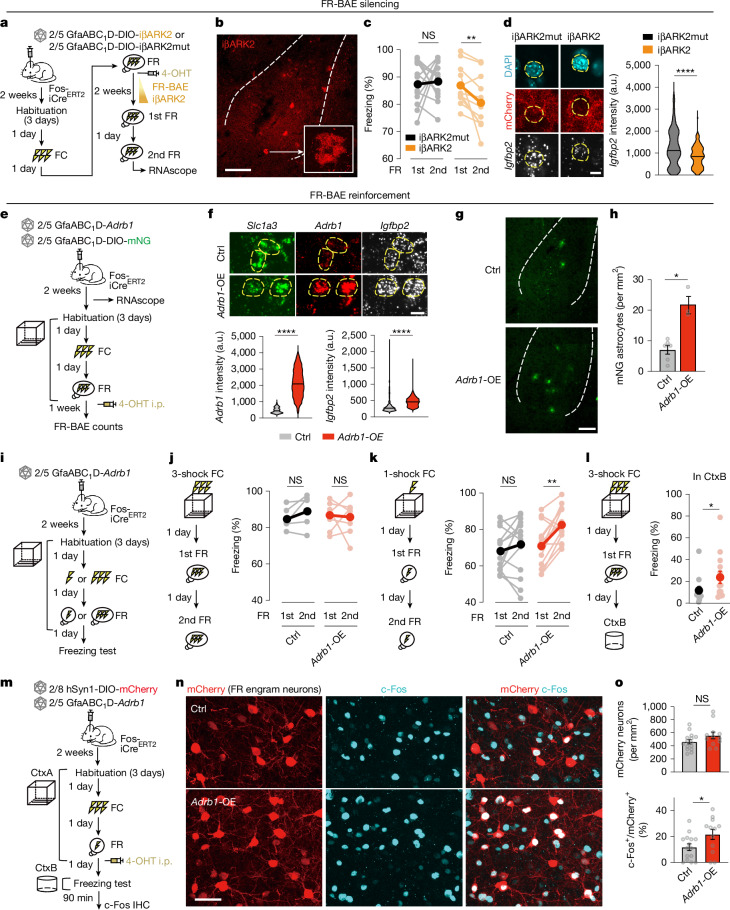
FR-BAE perturbations bidirectionally regulate memory stability and precision. **a**, Schematic of behavioural and RNAscope analysis. **b**, *Fos*-iβARK2^+^ astrocytes in LA/B. Inset, enlarged view of an iβARK2^+^ astrocyte (representative of 12 mice). Scale bar, 200 μm. **c**, Reduced freezing at second recall in iβARK2 versus sustained freezing in iβARK2mut control (iβARK2mut: *n* = 13; iβARK2: *n* = 11 mice). Wilcoxon matched-pairs signed rank test. **d**, RNAscope images of *Igfbp2* with mCherry–iβARK2 or mCherry–iβARK2mut and violin plots showing lower *Igfbp2* expression in the presence of iβARK2 (iβARK2mut: *n* = 23; iβARK2: *n* = 24 cells; 4 mice per group). Mann–Whitney test. Horizontal lines represent the median. Scale bar, 10 μm. **e**, FR-BAE tagging with astrocytic *Adrb1* overexpression. **f**, RNAscope images of *Adrb1* and *Igfbp2* in *Slc1a3*^+^ astrocytes with or without *Adrb1* overexpression. Graphs showing increased expression with *Adrb1*-OE (ctrl: 501; *Adrb1*-OE: 1,810 cells; 18 sections from 6 mice per group). Mann–Whitney test. Scale bar, 10 μm. **g**,**h**, Images (**g**) and quantification (**h**) showing higher FR-BAE density with *Adrb1* overexpression. Mann–Whitney test. Scale bar, 200 μm. **i**, Memory tests under weak (one-shock) versus strong (three-shock) conditioning. **j**, *Adrb1* overexpression has no effect on freezing behaviour under strong conditioning (ctrl: *n* = 5; *Adrb1*-OE: *n* = 7 mice). Wilcoxon matched-pairs signed rank test. **k**, Under weak conditioning, *Adrb1* overexpression enhanced freezing at second recall (*n* = 13 mice per group). Wilcoxon matched-pairs signed rank test. **l**, After strong conditioning, *Adrb1* overexpression caused greater freezing in CtxB versus control (ctrl: *n* = 13; *Adrb1*-OE: *n* = 14 mice). Mann–Whitney test. **m**, FR engram labelling with mCherry and c-Fos immunohistochemistry 90 min after freezing test with or without *Adrb1* overexpression. **n**,**o**, FR engram neurons exhibit similar density but higher reactivation with *Adrb1* overexpression (ctrl: *n* = 15; *Adrb1*-OE: *n* = 12 slices; 3 mice per group). Scale bar, 50 μm. Mann–Whitney test. Data are mean ± s.e.m. Sample sizes and replicates in Supplementary Table 1.

## Astrocyte–neuron engrams modulate memory

To further explore the causal impact of BAE signalling on neuronal engram and memory formation, we performed a gain-of-function experiment targeting astrocytic β_1_-receptors in LA/B. Astrocytes transduced with AAV2/5-GfaABC_1_D-*Adrb1* for *Adrb1* overexpression (*Adrb1*-OE) showed significantly increased *Igfbp2* expression compared with controls (Fig. 5f). *Adrb1* overexpression also increased the density of FR-BAEs (*Fos*-mNG^+^ astrocytes) by around threefold relative to controls (Fig. 5g,h), indicating that astrocyte β_1_-receptor overexpression amplifies the recall-induced astrocyte ensemble.

We next functionally assessed the behavioural effect of the augmented astrocyte ensembles (Fig. 5i–l and Extended Data Fig. 14). We detected no differences in ambulation in an open arena or time spent in the centre zone during habituation between control and *Adrb1*-OE mice (Extended Data Fig. 14a,b). We then tested whether *Adrb1* overexpression affected memory stabilization. With three-shock conditioning, both groups showed equivalent freezing during initial recall and second recall after reconsolidation (Fig. 5j), potentially owing to a ceiling effect. To create parametric space to detect enhancements in memory, we trained mice to a weak (one-shock) conditioning paradigm (Fig. 5i,k). *Adrb1*-OE mice did not show altered freezing during FR one day after FC; however, *Adrb1*-OE mice exhibited significantly increased freezing during the second recall (Fig. 5k), indicating enhanced memory stabilization following the reconsolidation after initial recall. In another cohort with three-shock conditioning, initial recall showed no significant difference in freezing between the groups (Extended Data Fig. 14i,j). However, we observed significantly enhanced freezing in an altered context (CtxB) in mice with *Adrb1* overexpression compared with controls (Fig. 5l). These data suggest that overstabilization of the initial fear memory leads to generalization or a loss of memory precision^41,55–57^.

Finally, we explored whether fear generalization is accompanied by activity of engram neurons. We bilaterally injected AAV2/8-hSyn1-DIO-mCherry with and without AAV2/5-GfaABC_1_D-*Adrb1*, and tagged engram neurons during FR. Mice were euthanized 1.5 h after the CtxB freezing test and the reactivation of FR engram neurons was assessed by c-Fos immunoreactivity (Fig. 5m–o). The overall number of mCherry^+^ neurons (FR engram neurons) was not significantly different between groups, but the c-Fos levels in FR engram neurons in the *Adrb1*-OE mice, which showed fear generalization, were significantly higher than those in control mice (Fig. 5o). These findings suggest that the larger astrocyte ensembles contribute to enhance subsequent reactivation of engram neurons, consistent with the view that memory retrievability is not determined during memory formation, but may be regulated after memory retrieval^8^, and demonstrating that astrocytes are involved in that crucial process.

## Discussion

These data demonstrate that astrocytes can link discrete fear experiences across at least a day-long timescale. As postulated more than a century ago^58^ and recently implicated in brain computation^11,25,59,60^, astrocytes may integrate information on slower timescales than neurons. Whereas neurons and astrocytes have been traditionally compared over milliseconds versus seconds-to-minutes, our findings reveal a functionally significant mismatch on the scale of days. Unlike neurons that express the immediate early genes during both FC and FR^5,8,28^, astrocytes respond to fear conditioning (FC) with rapid Ca^2+^ and cAMP increases^61^, but undergo slower transcriptional state changes^62^. Our single-cell transcriptomics and RNAscope revealed that multiple days post-FC, without recall, astrocytes upregulated *Adra1a* and *Adrb1*, marking a learning-dependent state that facilitates heightened responses during repeated experiences (FR). This in turn drives expression of *Fos* and *Igfbp2*, supporting memory stabilization. 

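In the scRNA-seq data, the log2 fold change of NoFR, taken 24 h after FC without recall, over NoFC was −0.12 for *Adra1a* (standard error 0.163, adjusted p = 0.952 from edgeR's quasi-likelihood test) and 0.15 for *Adrb1* (standard error 0.272, adjusted p = 0.960 from the same test). The exact permutation p over the mice was 0.771 for *Adra1a* and 0.143 for *Adrb1*. *Adra1a* turned positive with the hashtag quantile of 0.95 (0.20) and with MULTIseqDemux (0.38). *Adrb1* turned negative with MULTIseqDemux (−0.031), without mouse NoFC 4 (−0.035) and without mouse NoFR 2 (−0.026). The share of astrocytes with an *Adrb1* UMI was 16.0% in NoFC and 22.3% in NoFR mice, a difference of 6.27 percentage points (exact permutation p = 0.0571, 0.343 after Benjamini-Hochberg adjustment). The share with an *Adra1a* UMI was 42.3% and 43.8%. Within library 3 the *Adrb1* level was 15.7 CPM in the single NoFC mouse and 23.6 in NoFR mice, and the *Adra1a* level was 96.4 and 71.0 CPM. Within library 1, with 2 mice of each group, both genes were higher in NoFR than in NoFC mice, so that the direction of *Adra1a* differed between the libraries.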

The astrocyte ensembles identified in this study may partially meet the criteria for engram cells^8^ that undergo enduring biochemical changes upon experiences. However, our findings suggest that the astrocytic ensemble may not serve as a direct memory trace encoding experience-specific information like neurons because its perturbation did not alter initial fear recall. Instead, it may function as an eligibility trace for memory stabilization over days, creating a permissive microenvironment within circuits that supports the stabilization of memories related to repeated experiences. From a computational and bioenergetic perspective, astrocytes may underlie retrospective linking^63,64^, which benefits from spaced intervals over days between learning sessions^65^ by providing a slow modulatory trace that complements fast neuronal activity^64^, thereby offloading the energetically costly task of maintaining firing patterns in neurons across days and enabling more stable circuit transformations^60^.

Mounting evidence from animal^3,4,57^ and human imaging^6^ studies has highlighted the amygdala and NA in modulating long-term memory. Early pharmacological studies targeting protein synthesis^66^, β-receptors^67^, PKA^35^ or cAMP–CREB^34^ in the amygdala disrupted memory re-stabilization, which our findings indicate could partially be mediated by astrocytes. We show that astrocytes undergo learning-dependent increases in adrenoreceptor expressions, and manipulating these receptors alters memory stability, precision and neuronal engram representations. Notably, both NA input and reactivated neuronal engram activity are required to recruit astrocytic ensembles that stabilize labile memories. These findings imply that astrocyte ensembles may not simply be passive bulk substrates of NA signals, but instead exert behaviourally relevant, circuit-specific regulations through astrocyte-defined microcircuitry^15,68^. Disrupting the precise NA–astrocyte signalling through β1R overexpression led to fear generalization, suggesting physiological astrocytic roles in selective memory stability that constrain maladaptive updating. In this regard, targeting these astrocyte–neuron interaction mechanisms could be beneficial in treating cognitive and neuropsychiatric dysfunctions, including post-traumatic stress disorder, in which hyperactivity of the NA system is a prominent feature^4,69^.

Deciphering how diverse astrocyte responses link to multiple circuit outputs has long been a challenge^15^. Considerable effort has been devoted to probe^24^ or perturb^11^ astrocyte Ca^2+^ signals since they were first reported^70^, yet causal relationships are usually inferred from separate subjects, leaving input–output links unclear. Astrocyte perturbation in a bulk manner is also incongruent with the heterogeneity of astrocyte identity^49,71^, state^62,72^ and response^59,73^. Our approaches bridge this gap: by exploiting context-specific astrocyte state changes^18,20,22^, the brain-wide BAE tagging method enables broad exploration of ensembles causal for neural processing and behaviour. This framework facilitates research into astrocytic ensembles across diverse behaviours and disease conditions. Expanding such efforts will accelerate discoveries in computation and pathology that require understanding of multicellular interactions as a core attribute of brain biology.

## Methods

### Mouse models

Young adult (8- to 12-week-old) wild-type C57BL/6NCrSlc mice obtained from the Japan SLC, Fos2A-iCre^ERT2^ (TRAP2^28^, JAX 030323) mice obtained from the Jackson Laboratory, *Adra1a* flox mice^49,74^ obtained from RIKEN (RBRC11837) and *Adrb1* flox mice^50^ (accession number CDB1068K, generated by RIKEN Center for Biosystems Dynamics Research) were used for in vivo experiments. TRAP2 mice were bred and maintained in our animal facility, backcrossed with C57BL/6NCrSlc at least eight times before use for experiments. Wild-type C57BL/6NCrSlc female mice were obtained from the Japan SLC to obtain postnatal day 0–1 (P0–P1) pups. Experiments were done using both male and female mice. Number of mice used in each experiment is listed in the main text and/or figure legends accordingly. Mice were housed in groups of 2–5 in a temperature- and humidity-controlled room (23 ± 3 °C, 45 ± 5% humidity) under a 12-h light:dark cycle (lights on from 07:00 to 19:00) and given ad libitum access to water and laboratory mouse diet at all times. After fibre implantation, the mice were single housed under a 12-h light:dark cycle (lights on from 07:00 to 19:00) and given ad libitum access to water and laboratory mouse diet at all times. After fibre implantation, the mice were singly housed. All experiments were approved by the RIKEN Animal Care and Use Committee.

### Cell lines

AAVpro 293T cells (Clontech, 632273) were maintained in Dulbecco’s Modified Eagle Medium (DMEM; Gibco, 11995073) with fetal bovine serum (FBS; Cosmo Bio, CCP-FBS-BR-500) and 0.1% antibiotic-antimycotic (Gibco, 15240062). Cells were grown in a humidified cell culture incubation with 95% air, 5% CO_2_ at 37 °C.

### Viral vector construction

All plasmid constructs were generated using standard molecular biology techniques and the In-Fusion HD Cloning Kit (Clontech). The pZac2.1 GfaABC_1_D-Rpl22-HA plasmids (Addgene plasmid #111811) were digested with XhoI and NotI, which removed the Rpl22-HA sequence. Multiple cloning sequences (MCS) comprised of restriction enzyme sites that were absent from the backbone pZac2.1 plasmid were generated via gene synthesis (Eurofins Genomics) and incorporated to produce pZac2.1-GfaABC_1_D-MCS plasmids. The PCR-amplified DIO-GFP sequence from Addgene plasmid #28304 was cloned into the mammalian expression vector pCAG-tdTomato (Addgene #83029) between EcoRI sites to generate pCAG-DIO-EGFP-tdTomato. The PCR-amplified DIO-EGFP-tdTomato was inserted into the XbaI and NotI sites of the pZac2.1-GfaABC_1_D-MCS plasmid to generate pZac2.1-GfaBC_1_D-DIO-EGFP-tdTomato plasmids. The PCR-amplified WPRE sequence from pFBAAV-CAG-XCaMP-R-WPRE (a gift from H. Bito^12^) was inserted into the NotI site of the resulting plasmid to generate pZac2.1-GfaABC_1_D-DIO-EGFP-tdTomato-WPRE plasmids. The plasmids were digested with NotI and AgeI, which removed the tdTomato sequence, and a PCR-amplified mScarlet-I sequence (Addgene #98816) was incorporated, and the resulting plasmids were digested with XhoI and KpnI, which removed the EGFP sequence, and the mNG sequence from Addgene #99135 was ligated using DNA ligation kit (Takara) to generate pZac2.1-GfaABC_1_D-DIO-mNG-mScarlet-I-WPRE plasmids. The mScarlet-I sequence was removed with restriction enzymatic digestion with PspOMI and NotI to generate pZac2.1-GfaABC_1_D-DIO-mNG-WPRE plasmids. The PCR-amplified hM4Di-mCherry sequence from Addgene #92286 was cloned into the PmeI site of pAAV-RAM-d2TTA::TRE-MCS-WPRE (Addgene #63931) to generate pAAV-RAM-d2TTA::TRE-hM4Di-mCherry-WPRE plasmids. pAAV-GfaABC_1_D-Flag-mAdrb1-WPRE, pAAV-GfaABC_1_D-mGrm3-mCherry-WPRE, pAAV-GfaABC_1_D-Lck-mCherry-iβARK(D110A), pAAV-GfaABC_1_D-Lck-mCherry-iβARK, pAAV-GfaABC_1_D-DIO-Lck-mCherry-iβARK(D110A), pAAV-GfaABC_1_D-DIO-Lck-mCherry-iβARK pAAV-Fos-Flpo^ER^^T2^ and pAAV-GfaABC_1_D-FRT-mNG plasmids were designed by the authors and constructed by VectorBuilder. The PCR-amplified DIO-Lck-mCherry-iβARK(D110A) and DIO-Lck-mcherry-iβARK sequence from pAAV-GfaABC_1_D-DIO-Lck-mCherry-iβARK(D110A) and pAAV-GfaABC_1_D-DIO-Lck-mCherry-iβARK was clone into the EcoRI site of pAAV-GfaABC_1_D-MCS-4x6T-WPRE (Addgene #196417) to generate pAAV-GfaABC_1_D-DIO-Lck-mCherry-iβARK(D110A)-4x6T and pAAV-GfaABC_1_D-DIO-Lck-mCherry-iβARK-4x6T. pAAV-GfaABC_1_D-mGrm3-mCherry-WPRE was digested with EcoNI and AccI to remove mGrm3-mCherry, and PCR-amplified mGrm3 was cloned back to the backbone to generate AAV-GfaABC_1_D-mGrm3-WPRE plasmids. The PCR-amplified XCaMP-Gf-WPRE from the pFBAAV-CAG-XCaMP-Gf-WPRE plasmid (a gift from H. Bito^75^) was cloned into the NcoI and HindIII site of pAAV-hSyn1-cyto-mRuby3-iATPSnFR1.0 (Addgene #102557) to generate pAAV-hSyn1-XCaMP-Gf-WPRE plasmids. The mCherry-CAAX sequence digested with EcoRI of the pZac2.1-GfaABC_1_D-mCherry-CAAX plasmid (a gift from T. Takano^76^) was ligated into the EcoRI and EcoRV the resultant plasmids to generate pAAV-hSyn1-mCherry-CAAX-WPRE plasmids. All constructs were sequenced before use. All our constructs have been deposited to Addgene in the Nagai Lab repository for unrestricted distribution (http://www.addgene.org/Jun_Nagai, Supplementary Table 4).

### Viral production

Recombinant AAVs were generated by triple transfection of AAVpro 293T cells (Clontech, 632273) using polyethylenimine (PEI; Polysciences inc., 24765-100). Cells were cultured up to 50–70% confluency in DMEM (Gibco, 11995073) with FBS (Cosmo Bio, CCP-FBS-BR-500) and 0.1% antibiotic-antimycotic (Gibco, 15240062). The plasmids and PEI were mixed with Opti-MEM (31985-088) and kept for 5 min at room temperature. The mixture was combined with a DNA mix which contained pAAV Capsids, pHelper (Agilent Technologies, 240071-54) and pAAV transgenes. All these plasmids had a concentration of 4.2 μg per dish. The DNA mix was then applied with PEI/Opti-MEM, and incubated for 20 min at room temperature. Then, this solution was added to the cells and incubated for 24 h. After incubation, the medium was changed to DMEM with 2% FBS and 0.1% antibiotic-antimycotic. Viral particles were collected from the medium at 120 h post-transfection. Cell pellets were centrifuged (3,500 rpm, 30 min, 4 °C). The supernatant was filtered by Setricup (Merc, S2HVU02RE) and pellets were resuspended in FBS-free DMEM and freeze-thawed three times. In the case of PHP.eB capsid virus production, the supernatant was resuspended in DMEM and fractured by harshly pipetting. Thawed pellets were centrifuged (3,500 rpm, 10 min, 4 °C) again and the supernatant was filtered by Setricup (Merc, S2HVU02RE). Media containing viral particles were centrifuged (22,000 rpm, 2 h, 4 °C) by Optima XE-100 (Beckman Coulter, A94516). The pellets were collected with 10–50 μl PBS and clarified by centrifugation (4,000 rpm, 10 min, 4 °C). The supernatant-containing viral particles were stored at 4 °C. AAV titre was analysed by quantitative PCR (QuantStudio 12 K; Applied Biosystems) using primers designed to selectively bind AAV2 inverted terminal repeats (forward: 5′-AACATGCTACGCAGAGAGGGAGTGG-3′, reverse: 5′-CATGAGACAAGGAACCCCTAGTGATGGAG-3′).

### Viral injections

All surgical procedures were conducted under general anaesthesia using continuous isoflurane (induction at 5%, maintenance at 1.5% to 2% vol/vol). Depth of anaesthesia was monitored continuously and adjusted when necessary. Intravenous administration of AAV-PHP.eB (50 µl to deliver 2.5 × 10^12^ genome copies (GCs) per mouse) was performed by injection into the retro-orbital sinus of TRAP2 mice. Two weeks after AAV-PHP.eB GfaABC_1_D-DIO-mNG-WPRE or AAV-PHP.eBGfaABC_1_D-DIO-mNG-mScaret-I-WPRE injections, mice were administered 4-OHT for inducing Cre recombination under the *Fos* promoter (*Fos* tagging) and then returned to their home cage until they were euthanized 7 days after tagging. In some cases, *Fos* tagging was performed using the FLP–FRT system (fDIO), and mice were euthanized one day after tagging. For stereotaxic microinjection of AAVs, mice were fitted into a stereotaxic frame (David Kopf Instruments) with their heads secured by blunt ear bars and their noses placed into a veterinary grade anaesthesia and ventilation system (VetEquip 911103). The surgical incision site was then cleaned with 70% ethanol (vol/vol). Craniotomies (1–2 mm in diameter) were made powered by a high-speed drill at specific coordinates based on the bregma position. Bilateral viral injections were conducted using a stereotaxic apparatus (David Kopf Instruments) to guide the placement of beveled glass pipettes (World Precision Instruments, 1B100-4) into the regions of interest: the basolateral amygdala (anterior–posterior (AP): −1.48 mm, medial–lateral (ML): 3.3 mm, dorsal–ventral (DV): 5.00 mm to bregma) and LC (AP: −5.4 mm, ML: 0.85 mm, DV: 3.7 mm to bregma). Total of 0.3 μl of AAV was delivered at 0.1 μl min^−1^ using a syringe pump (SmartTouch Pump, World Precision Instruments). The glass pipette was withdrawn 5–10 min after the infusion to prevent the backflow. Mice were then sutured, returned to their home cage, and allowed to rest for at least two to three weeks before any assessments were conducted. AAV titres (GCs per ml) were adjusted with sterile saline to deliver the indicated genome copies into the regions of interest: AAV2/5-GfaABC_1_D-DIO-mNG-WPRE (3.0 × 10^12^), AAV2/5-GfaABC_1_D-hM3Dq-mCherry (3.0 × 10^12^), AAV2/DJ8-RAM-d2TTA::TRE-hM4Di-WPRE (3.0 × 10^13^), AAV2/5-GfaABC_1_D-Flag-mAdrb1-WPRE (3.0 × 10^12^), AAV2/9-rTH-Cre (3.0 × 10^12^), AAV2/8-hSyn1-DIO-hM3Dq (1.0 × 10^13^), AAV2/8-hSyn1-DIO-hM4Di (1.0 × 10^13^), AAV2/8-hSyn1-DIO-mCherry (3.0 × 10^12^), AAV2/DJ8-Ef1a-hM3Dq (4.8 × 10^11^), AAV2/DJ8-Ef1a-hM4Di (4.0 × 10^12^), AAV2/5-hSyn1-mCherry-CAXX (3.0 × 10^12^) AAV2/9-hSyn1-GRAB_NE2h_-WPRE (2.7 × 10^12^), AAV2/1 GfaABC_1_D-cAMPinG1-NE (1.3 × 10^13^), and AAV2/1 GfaABC_1_D-RCaMP3 (1.5 × 10^13^), GfaABC_1_D-GCaMP6f (1.1 × 10^13^), AAV2/5-GfaABC_1_D-iβARK-mCherry (1.3 × 10^12^), AAV2/5-GfaABC_1_D-iβARK(D110A)-mCherry (1.3 × 10^12^), AAV2/5-GfaABC_1_D-Lck-mCherry-iβARK (1.3 × 10^12^), AAV2/5-GfaABC_1_D-Lck-mCherry-iβARK(D110A) (1.1 × 10^13^), AAV2/5-GfaABC_1_D-DIO-Lck-mCherry-iβARK-4x6T (3.0 × 10^13^), AAV2/5-GfaABC_1_D-Lck-mCherry-iβARK(D110A) (3.0 × 10^13^), AAV2/5-Fos-Flpo^ER^^T2^ (3.0 × 10^12^), AAV2/5-GfaABC_1_D-fDIO-mNG (1.0 × 10^12^), AAV2/5-GfaABC_1_D-Cre-4x6T (1.2 × 10^13^).

### Drug administration in vivo

4-OHT (Sigma, H6278) was dissolved at 25 mg ml^−1^ in 100% ethanol with agitation at 37 °C for 15 min and was then aliquoted and stored at −20 °C for up to several weeks until use. Before use, 4-OHT was redissolved in ethanol by shaking at 37 °C for 15 min and corn oil (Sigma, 259853 and S5007) was added to give a final concentration of 3 mg ml^−1^ 4-OHT. The ethanol was evaporated by incubation at 50 °C. The final 3 mg ml^−1^ 4-OHT solutions were always used on the day they were prepared. All 4-OHT injections were delivered intraperitoneally at 50 mg kg^−1^ 2–4 weeks after AAV injection into TRAP2 mice for inducing Cre recombination under the *Fos* promoter.

CNO (Tocris, 4936) was administered intraperitoneally 0.5 h before the initiation of behavioural assessments. CNO was administered intraperitoneally 20 min before 4-OHT intraperitoneal injection. Propranolol (MedChemExpress, HY-B0573) was dissolved in dH2O at 100 mM and stored at −20 °C. The final solutions were always used on the day they were prepared.

Mice were placed on doxycycline (40 mg kg^−1^, Bio-Serv, F4159) chow 24 h prior to and for at least 1 week after viral injection, switched to doxycycline-free chow 48 h before recall, and euthanized 24 h later. IGFBP2 antibody was infused bilaterally through implanted guide cannulas targeting basolateral amygdala. Infusions were performed using an internal cannula connected to a 10-µl Hamiltion syringe. One microgram of IGFBP2 antibody (1 mg ml^−1^, 1 µl per site) was infused into mice immediately after a fear recall paradigm at 400 nl min^−1^ using a syringe pump (SmartTouch Pump, World Precision Instruments).

### Immunohistochemical analysis

Mice were deeply anaesthetized with isoflurane and transcardially perfused with PBS, followed by 4% paraformaldehyde (PFA) in PBS for fixation. The dissected brains were post-fixed overnight at 4 °C in 4% PFA in PBS, and cryoprotected in 30% sucrose in PBS. The brains were embedded with OCT compound (Sakura Finetek Japan, 4583) and sliced into coronal sections with a thickness of 50 μm at −20 °C using cryostat (CryoStar NX70, Thermo Fisher Scientific, 956960). The sections were washed with PBS 3 times for 5 min each and stored in 50% glycerol (Fujifilm, 075-00616) in PBS at −20 °C. For staining with c-Fos antibody, the sections were permeabilized with PBS containing 1% Triton X-100 (Nacalai tesque, 35501), incubated at room temperature for 3 h, and then incubated with 0.3% Triton X-100 in PBS containing 1% normal donkey serum (NDS, Sigma-Aldrich, D9663) at room temperature for 1 h for blocking, and then incubated at 4 °C overnight in blocking buffer. With the following primary antibodies, Triton X-100 was used at 0.1% for permeabilization and PBS containing 1% NDS was used for blocking and antibody reactions: rat anti-GFAP (1:500, Thermo Fisher Scientific, 13-0300), mouse anti-S100β (1:500, Sigma-Aldrich, S2532), goat-Sox9 (1:100, R&D systems, AF3075) mouse anti-RFP (1:500, MBL, M155-3), rabbit anti-RFP (1:500, Rockland, 600-401-379), mouse anti-NET (1:2,000, MAb technologies, NET05-2) and rabbit anti-c-Fos (1:5,000, Synaptic Systems, 226003). After washing with PBS 3 times for 10 min each, the sections were incubated at room temperature for 2 h in blocking buffer with the following secondary antibodies: Alexa Fluor 488 donkey anti-rat, Alexa Fluor 488 donkey anti-chicken, Alexa Fluor 568 donkey anti-mouse, Alexa Fluor 568 donkey anti-rabbit, Alexa Fluor 568 donkey anti-goat, Alexa Fluor 647 donkey anti-rabbit, Alexa Fluor 647 donkey anti-mouse, Alexa Fluor 647 donkey anti-chicken (1:1,000, Abcam, ThermoFisher and Jackson ImmunoResearch). The sections were incubated at 4 °C overnight in blocking buffer with secondary antibodies when staining with anti-c-Fos antibody. After washing with PBS 3 times for 10 min each, the sections were mounted on slides (Fluoromount-G, Southern bio, 0100-35) and visualized under a confocal laser microscope (Olympus, FV3000) and a fluorescent microscope (Olympus, VS200). Immunoreactivities were analysed using ImageJ software (NIH). The numbers of c-Fos^+^ neurons (Fig. 5o and Extended Data Fig. 8b) and astrocytes (Extended Data Fig. 4b) were quantified based on a consistent c-Fos intensity threshold for each experiment. This threshold was defined such that the number of c-Fos^+^ neurons or astrocytes corresponded to the values previously reported^18,42,77^. Number of cells, field of views, sections and mice used in each analysis is listed in the main text and/or figure legends accordingly.

### Visual stimulation

Mice were singly housed in a light-proof chamber for 48 h. On the day of tagging, mice were exposed to 1 h of light inside the chamber and injected intraperitoneally with 50 mg kg^−1^ 4-OHT either 24 h, 12 h, 6 h or 3 h before or 0 h, 3 h, 6 h, 12 h or 24 h after the termination of light exposure. Mice were returned to the dark chamber for an additional two days and then returned to a regular light-dark cycle until the time of euthanasia seven days after tagging.

### Contextual fear conditioning

Behavioural tests were performed during the light cycle between 07:00 and 19:00. Temperature and humidity of the experimental rooms were maintained at 23 ± 2 °C and 55 ± 5%, respectively. Background noise (55 dB) was generated by a white noise generator (Ohara). All the experimental mice were transferred to the behaviour testing room at least 1 h before the tests to acclimatize to the environment and to reduce stress. Mice were habituated by freely exploring the conditioning chamber (CtxA) that consisted of a square partition (30 × 30 × 15 cm; 100 lux and no odour) with a grid floor wired to a shock generator (Ohara) for 15 min per day for 3 days. On the fourth day, they were either fear conditioned (1 time or 3 times shock; 2 s, 0.3 mA) (FC group) or presented with no shocks (NoFC group) in the conditioning chamber. One day after the conditioning, mice were either returned to CtxA for 3 min for fear memory recall (FR group) or kept in their home cages (NoFR group). Freezing durations exceeding 70% in the conditioned chamber 1 day post-conditioning with 3 foot shocks or exceeding 50% 1 day post-conditioning with a single foot shock, are considered indicative of sufficient conditioning. All the experimental mice received intraperitoneal injections of 4-OHT (50 mg kg^−1^) immediately after the task for *Fos* tagging. Freezing was automatically measured throughout the testing trial by the TimeFZ4 software (version 2021_7_29, Ohara) and subsequently processed by a blinded investigator. The chambers were cleaned with 70% ethanol between tests. In some cases, 10 mg kg^−1^ Propranolol (MedChemExpress, HY-B0573) was administered by intraperitoneal injection to mice 0.5 h before, and 2.5 h and 5.5 h after 4-OHT-based *Fos* tagging in order to block β-adrenergic signalling throughout the tagging timeframe. In some experiments using DREADDs, mice were injected with CNO (1 mg kg^−1^) 10 min before the task in CtxA. For experiments in Fig. 2n in which CNO was used for silencing neuronal activity or propranolol was used for antagonizing β-adrenoreceptor signalling to test their roles in astrocyte *Fos* induction during fear memory recall, both were administered with consideration of their pharmacokinetics. Propranolol was given both before and after the behavioural session to ensure effective β-receptor blockade throughout the several-hour *Fos*-tagging window (Extended Data Fig. 3), given its short half-life^78^ (~1.5–2 h), whereas CNO was given once before the session owing to its prolonged effect^79^ (>6 h). Freezing was measured for 3 min in the CtxB chamber, which consisted of a rhombic partition (30 cm × 60 cm × 15 cm, 10 lux and 1% acetic acid odour) with a flat floor (Ohara).

### Whole-brain imaging

Mice were deeply anaesthetized with isoflurane and transcardially perfused with PBS, followed by 4% PFA in PBS for fixation of brain tissues. The dissected brains were post-fixed overnight at 4 °C in 4% PFA in PBS and stored in PBS at 4 °C until embedding. To oxidize agarose, 2.25 g agarose (A6013, Sigma-Aldrich) was added to 100 ml of 10 mM sodium periodate (S1878, Sigma-Aldrich)/50 mM phosphate buffer and stirred gently for 2.5 h at room temperature in the dark. The oxidized agarose was filtered on a bottle-top vacuum filter (0.2 μm, 569-0020, Thermo Scientific) washed 3 times with phosphate buffer and resuspended in 50 ml of phosphate buffer to make 4.5% oxidized agarose solution. The oxidized agarose solution was boiled with a microwave oven to melt the agarose and kept at 60–65 °C. The brains were pat-dried and embedded in oxidized agarose solution with a plastic mould (18646A, Polysciences). For covalent crosslinking between oxidized agarose and the surface of the brain, borate/borohydride solution was prepared the day before use by adding 0.2 g sodium borohydride (452882, Sigma-Aldrich) in 100 ml of prewarmed (40 °C) borate buffer (50 mM borax, 221732, Sigma-Aldrich; 50 mM boric acid, B6768, Sigma-Aldrich; pH 9.0–9.5) in the chemical fume hood. The agarose block was removed from the mould, soaked in borate/borohydride solution to initiate crosslinking and incubated at 4 °C overnight. The block was washed and kept in phosphate buffer at 4 °C until imaging.

The agarose block was mounted on a glass slide using Loctite 401 glue immediately before imaging. STPT was performed with the TissueCyte 1400FC system (TissueVision) equipped with Coherent Chameleon Ultra II laser (Coherent) or Spectra-Physics Insight X3+ laser (MKS Spectra-Physics) and a Nikon 16× water-immersion objective (MRP07220, NA: 0.8). The laser wavelength was tuned at 1,000 nm. Brains were coronally sectioned with a built-in vibrating microtome at 50-μm thickness with a frequency of 60 Hz and a speed of 0.5 mm s^−1^. Four optical *z*-planes were taken at 50 μm, 62.5 μm, 75 μm and 87.5 μm below the cut surface of the tissue block. To scan an entire coronal plane, individual tile images were acquired (832 × 832 pixels per frame, resolution at 1.382 μm per pixel) by moving the stage between each tile. Following the full scanning of a coronal plane, a 50-μm section was cut away by vibrating microtome and imaging of a new cut surface repeated to acquire optical sections covering the entire brain from the caudal to the rostral side (~320 coronal sections). The raw image tiles were first trimmed and subjected to flat field correction, then stitched into 2D mosaic coronal section images using the Autostitcher software (TissueVision). The signals from the green channel (500–550 nm, mNG signal) and from the far-red channel (>600 nm, background) were simultaneously acquired, and the latter was used to subtract background from the green channel to enhance the signal to noise ratio. Each region of the whole brain was aligned and segmented according to the Mouse Brain Atlas (NeuroInfo, MBL Bioscience, BN-200). Owing to the high quality preservation of tissue architecture during imaging, we semi-automatically performed alignment to a standard mouse brain atlas, segmentation of 839 brain regions, and detection of single Fos-tagged mNG astrocytes (BAEs), defined by their territories that typically displayed diameters of approximately 40 to 60 μm with ~10-µm-wide cell bodies^68^ (Fig. 1a and Supplementary Videos 1 and 2). Consistent with our intersectional genetic approach, we rarely observed neuron-like mNG-positive cells, with larger cell bodies (>~20-μm diameter) and elongated processes (>~50-μm). We only found these cells in regions nearby ventricles and the midline where well-characterized GFAP-positive neural progenitor cells reside^48,80^, and they were excluded in subsequent analyses. As a result, using this brain-wide analysis approach we successfully quantified the density of BAEs in 677 brain regions that accounted for 80.7% of the whole brain.

### Correlational analysis of *Fos*^+^ cell counts

To observe correlation between *Fos*^+^ astrocytes and neurons, we used the same TRAP2 (Fos-iCre^ERT2^) system^28^ used by Roy et al.^5^, but instead with a Cre-dependent mNG reporter expressed in *Fos*^+^ astrocytes, allowing comparison of *Fos*^+^ cell counts from anatomically matched regions between studies. The regions of interest were first narrowed to the 117 engram-signifiant regions defined by Roy et al. Then, to ensure analysis of bona fide astrocyte-tagged regions, areas with possible neuronal leakage (mNG^+^ neuron-like cells), particularly near ventricles were excluded (see above). In addition, high-level hierarchical structure areas (such as midbrain or thalamus) with extremely high total counts that skew correlation analysis were also excluded. In the end, this selection yielded 75 regions for subsequent correlational analyses. Changes in *Fos*^+^ astrocyte numbers (FC–NoFC and FR–NoFC) were calculated using the non-foot shocked control group as the baseline, consistent with Roy et al. Supplementary table 1 from Roy et al. provided region-by-region counts of *Fos*^+^ neurons in non-foot shocked controls, FC and FR groups, enabling us to extract the corresponding changes in *Fos*^+^ neuron numbers for each of the 75 regions. Pearson correlation analyses between these neuronal and astrocytic *Fos*^+^ cell count changes were performed.

### Whole-brain visualization

For image visualization in 3D, low-resolution image stacks were created across all four channels. These stacks were downsampled to 25 μm per pixel resolution in the *x* and *y* axes, while the inter-slice distance was maintained at 50 μm, resulting in a voxel resolution of 25 × 25 × 50 μm^3^. To minimize high-frequency artifacts, median filtering and Gaussian smoothing were applied to the coronal images prior to downscaling. The processed 3D image stacks were stored in the NIfTI format, and the world coordinates were adjusted to align roughly with the Allen Mouse Brain Common Coordinate Framework v.3 (CCFv3)^81^. For registration to the CCFv3, the Allen STP-1675 template (filename: P56_Atlas.nii.gz; available at https://scalablebrainatlas.incf.org/mouse/ABA_v3#downloads) was used as the reference image. This template, generated from STPT averaged over 1,675 specimens, was combined with corresponding atlas annotations (filename: P56_Annotation.nii.gz). Image alignment was performed using the Advanced Normalization Tools (ANTs)^82^. An affine registration was first applied at 3 scales (downscaling factors of 4, 2 and 1) with Gaussian smoothing of 2, 1 and 1 voxels and 250, 200 and 50 iterations, respectively. This was followed by deformable (SyN) registration at four scales (downscaling factors of 8, 4, 2 and 1) with Gaussian smoothing of 4, 2, 1 and 1 voxels and 1,000, 500, 100 and 50 iterations, respectively, using mutual information as the metric. After computing the transformation, individual image stacks and atlas labels were mapped to and from the CCFv3 image space. After aligning with the NIfTI world coordinates, cell positions were mapped to the Allen template using the antsApplyTransformsToPoints function from ANTs. Brain regions from the Allen atlas annotations were then assigned to individual cells based on their locations in the CCFv3 image space.

### Primary astrocyte culture

Astrocyte primary cultures were obtained as previously described with some modifications^83^. In brief, cerebral cortical tissues were isolated from P0–P1 neonatal mice and dissociated with a scalpel, gently agitated in 0.05% Trypsin-EDTA (Gibco, 25300-054), and rapidly strained with a Falcon 100 µm cell strainer (352360). Dissociated cells were seeded at a rate of four brains per bottle on poly-d-lysine-coated bottles. The cells were cultured in DMEM (Gibco, 11995073) supplemented with FBS (Cosmo Bio, CCP-FBS-BR-500) and penicillin-streptomycin. When the cells reached confluence after several weeks, the culture bottles were gently shaken at 120 rpm overnight at 37 °C to remove non-astrocytic cells. Astrocytes were then detached using Trypsin-EDTA, replated onto poly-d-lysine-coated bottles, and after 1–2 weeks, cultures were shaken again at 120 rpm for 4 h. Astrocytes were then re-seeded on coverslips in 12-well plates at a density of 1.0 × 10^5^ cells per well, which were maintained in 5% CO_2_ at 37 °C, with the medium being changed every 2 to 3 days.

### Primary astrocyte c-Fos analysis

Five days after re-seeding, primary astrocytes were incubated with tetrodotoxin (TTX at 1 µM, Fujifilm, 207-15901) to eliminate the potential effect of neuronal firing, for at least 5 min to allow adequate equilibration, together with the following inhibitors, blockers or chelators indicated for each experiment unless otherwise described: prazosin hydrochloride (MedChemExpress, HY-B0193A), atipamezole hydrochloride (Tokyo Chemical Industry, A2956), propranolol hydrochloride (MedChemExpress, HY-B0573), BAPTA-AM (SIGMA, A1076), and SQ 22536 (Tokyo chemical industry, Q0105). The cultures were then incubated with the following growth factors, neurotransmitters, neuromodulators or neuropeptides in 5% CO_2_ at 37 °C for 1.5 h: l-glutamic acid monosodium salt hydrate (Sigma-Aldrich, G5889), GABA (Sigma-Aldrich, A2129), ATP disodium salt hydrate from yeast (Nacalai tesque, 01072-24), l-noradrenaline hydrochloride (Sigma-Aldrich, 74480), dopamine hydrochloride (Sigma-Aldrich, H8502), acetylcholine chloride (Sigma-Aldrich, A6625), serotonin hydrochloride (Alfa Aesar, B21263.03), brain derived neurotrophic factor (BDNF, Fujifilm, 028-16451), neurotrophin-3 (Fujifilm, 146-09231, 50 ng ml^−1^), neurotrophin-4 (Fujifilm, 142-06634, 100 ng ml^−1^), forskolin (Fujifilm, 067-02191, 10 μM), nerve growth factor-β (NGFβ, Fujifilm, 141-07601, 100 ng ml^−1^), epidermal growth factor (EGF, Fujifilm, 059-07873, 100 ng ml^−1^), PDGF-AA (Fujifilm, 163–19731, 100 ng ml^−1^), PDGF-BB (Fujifilm, 164–24031, 100 ng ml^−1^), Ciliary Neurotrophic Factor (CNTF, Fujifilm, 032-23501, 100 ng ml^−1^), IGF1 (Fujifilm, 099-04511, 100 ng ml^−1^). The following agonist and ionophore were used: isoproterenol (MedChemExpress, HY-B0468) and ionomycin (LKT laboratories, I5752). Ninety minutes after incubation, primary astrocytes were fixed in 4% PFA (Nacalai Tesque) for 10 min, washed with PBS 3 times, permeabilized with 0.1% Triton X-100 (Nacalai Tesque) for 10 min and blocked with 1% NDS (Sigma-Aldrich, D9663) for 30 min. Primary astrocytes were then incubated overnight at 4 °C with the following primary antibodies: rabbit anti-c-Fos (1:1,000, Synaptic Systems, 226003), rat anti-GFAP (1:1,000, Thermo Fisher Scientific, 13-0300), rabbit anti-IBA1 (1:1,000, Fujifilm, 019-19741), chicken anti-TUJ1 (1:1,000 Novus Biologicals, NB100-1612), mouse anti-OLIG2 (1:100, Millipore, MABN50). The cultures were washed 3 times in PBS for 10 min each, then incubated with DAPI (1:10,000, Sigma-Aldrich, D9542) and the following secondary antibodies (1:1,000) in PBS containing 1% NDS for 1 h at room temperature: Alexa Fluor 488 donkey anti-rat (abcam, ab150153), Alexa Fluor 568 donkey anti-mouse (abcam, ab175700), Alexa Fluor 568 donkey anti-rabbit (Abcam, ab175692), Alexa Fluor 647 donkey anti-rabbit (abcam, ab150067), Alexa Fluor 647 donkey anti-chicken (Jackson ImmunoResearch, 703-605-155). Fluorescent images were taken using a 20× objective lens (UPlanXApo 20×, Olympus) with a confocal laser-scanning microscope (Olympus, FV3000 with Fluoview). Immunoreactivity quantification of c-Fos was performed using ImageJ. The c-Fos brightness of GFAP-positive astrocytes were measured by the intensity of ROIs that encompassed the cell nuclei. In some experiments involving a heterologous expression of mGluR3, we applied AAV2/5-GfaABC1D-Grm3 (800,000 multiplicity of infection) 5 h after re-seeding for expressing mGluR3 in primary astrocytes and incubated for 5 days before pharmacological experiments. Ninety minutes after stimulation with 0.1 µM NA and/or 100 µM glutamate in the presence of 1 µM TTX, primary astrocytes were fixed and stained as described above using primary antibodies: rabbit anti-mGluR3 (1:500, abcam, ab166608) and mouse anti-c-Fos (1:50, Santa Cruz Biotechnology, sc166940). It is noteworthy that the mouse anti-c-Fos antibody, different from the rabbit anti-c-Fos antibody used in other experiments, exhibited overall low immunoreactivity. However, this did not affect the quantification of c-Fos mobilization. Fluorescent imaging and quantification of c-Fos intensity were performed as described above.

### Fibre photometry

AAVs for expressing the noradrenaline biosensor GRAB_NE2h_ on the neuronal cell surface, or calcium indicator RCaMP3 in astrocytes with cAMP sensor cAMPinG1 in astrocytes were unilaterally injected into the basolateral amygdala. Optical fibres were implanted above the injection site two weeks post-injection to capture emission of fluorescence signals, with recordings conducted one week after fibre implantation. For fluorescence signal collection, mice were tethered to a patch cable, and a 465 nm LED light (Doric, 40–50 µW at the tip of patch cable) or a 560 nm LED light (Doric, 40–50 µW at the tip of patch cable) was used to excite the signal, with an isosbestic 405 nm LED light used to correct for movement artifacts. Mice tethered to the patch cable were habituated in a testing chamber for 5 min on the day of recording. A time-division multiplexing scheme was used, where the 465 nm, 560 nm and 405 nm LED lights were emitted alternately at 20 Hz (turned on for 24 ms and off for 26 ms), with the timing precisely controlled by a programmable pulse generator (Master-9, AMPI). Each excitation light was reflected by a dichroic mirror and coupled into an optical fibre cable (Doric, 200 μm in diameter, 2 m in length, NA 0.57) through a pinhole (200 μm in diameter). The fluorescence signals were detected by a photomultiplier tube with a GaAsP photocathode (H16722-40; Hamamatsu Photonics) and digitized by a data acquisition module (USB-6341, National Instruments). A custom-written LabVIEW program extracted signals at a sampling frequency of 1 kHz in real time. Fluorescence signals collected during each light pulse were averaged, after dropping the first and last 2 samples (1 ms each) to eliminate potential noise caused during the alternation of LED lights. The data were smoothed using moving average and corrected for bleaching correction by fitting to least-squares linear. The fluorescence response was calculated (fitted 465 + 1)/(fitted 405 + 1) − baseline. The baselines of GRAB_NE2h_ and astrocyte cAMPinG1 signals were identified during periods of no spontaneous signals in home cages for 1–2 min before the context exposure. Signal analyses were performed in Python (v.3.0.0) using JupyterLab (v.3.6.7, Project Jupyter). Numerical computations and data handling were conducted using NumPy^84^ (v.1.26.4) and Pandas (v.2.1.4, NumFOCUS). The area under the curve of fluorescence traces was calculated with scikit-learn (sklearn, v.1.2.2, RRID:SCR_002577), and half-decay times of signal responses were extracted. Astrocytic RCaMP3 signals were bandpass filtered between 0.0003 and 1 Hz with SciPy^85^ (v.1.11.4). Peaks of Ca^2+^ signals were defined as data points exceeding 4× s.d. above the baseline mean, with baseline noise estimated from ≥20 s intervals lacking spontaneous activity in home cage recordings before context exposure. Signal traces were visualized with Matplotlib^86^ (v.3.8.0).

### Acute brain slice preparation for astrocyte intracellular Ca^2+^ imaging

Coronal amygdalar slices were prepared from adult mice with AAV injection^26,87^. In brief, animals were deeply anaesthetized with isoflurane and decapitated with sharp shears. The brains were placed and sliced in ice-cold modified artificial cerebrospinal fluid (ACSF) containing the following (in mM): 194 sucrose, 30 NaCl, 4.5 KCl, 1 MgCl_2_, 26 NaHCO_3_, 1.2 NaH_2_PO_4_ and 10 d-glucose, saturated with 95% O_2_ and 5% CO_2_. A vibratome (DSK NLS-MT) was used to cut 300-µm brain sections. The slices were allowed to equilibrate for 30 min at 32–34 °C in normal ACSF containing (in mM); 124 NaCl, 4.5 KCl, 2 CaCl_2_, 1 MgCl_2_, 26 NaHCO_3_, 1.2 NaH_2_PO_4_ and 10 d-glucose continuously bubbled with 95% O_2_ and 5% CO_2_. Slices were then stored at 21–23 °C in the same buffer until use. All slices were used within 2–6 h of slicing. Cells for all the experiments were imaged with a 16× water-immersion objective lens (Nikon, N16XLWD-PF, MRP07220, NA: 0.8) with Nikon two-photon laser-scanning microscope (A1R MP) equipped with a 920 nm wavelength laser (Alcor, Spark Lasers). To image GCaMP6f signals, astrocytes located in the LA/B and typically ∼20 to ∼30 µm below the slice surface were selected for imaging. Images were acquired at 1 frame per second. Slices were maintained in ACSF (124 mM NaCl, 4.5 mM KCl, 1 mM MgCl_2_, 1.2 mM NaH_2_PO_4_, 26 mM NaHCO_3_, 10 mM d-glucose and 2.0 mM CaCl_2_) through a perfusion system. Phenylephrine (PE, Tocris Bioscience 2838) was applied in the bath in the presence of 300 nM tetrodotoxin (Cayman Chemical 14964) were applied in the bath at least 5 min prior to recording to allow adequate equilibration. A constant flow of fresh buffer perfused the imaging chamber at all times. Spontaneous Ca^2+^ activity was recorded for 3 min (0 µM PE), followed by a 2-minute bath application of 1 µM PE, a 5-min washout, a 2-min application of 3 µM PE, and a 5-min washout. Ca^2+^ signals were processed in ImageJ (NIH) and presented as the relative change in fluorescence (Δ*F*/*F*).

### scRNA-seq and analysis

Mice were anaesthetized with isoflurane 90 min after the initiation of behavioural paradigms and transcardially perfused with PBS (30 ml for 2 min). The amygdala was freshly dissected out using a Brain Matrix (Ted Pella, 15067) and was placed into cold Hanks’ balanced salt solution (HBSS) (14025092, Gibco) containing 10 mM HEPES (17514-15, Naclai Tesque), 0.54% glucose (16806-25, Naclai Tesque), 5.0 µg ml^−1^ actinomycin D (A1410, Sigma-Aldrich), 10 µM triptolide (T3652, Sigma-Aldrich) and 27.1 µg ml^−1^ anisomycin (A9789, Sigma-Aldrich), as previously described^88,89^. Then, the tissue block was incubated for 15 min at 37 °C in 3 ml enzyme solution (HBSS, 10 mM HEPES, 0.54% glucose, 0.5 mM EDTA (15575020, Invitrogen), 1.0 mM l-cysteine (10309-41, Naclai Tesque), 5.0 µg ml^−1^ actinomycin D, 10 µM triptolide and 27.1 µg ml^−1^ anisomycin) containing 20 U papain per mouse (LS003127, Worthington Biochemical). The tissue was then homogenized by passing through a 18 G needle and was further incubated for 15 min at 37 °C. Following homogenization using a 20 G needle, the resulting cell suspension was centrifuged at 500*g* for 5 min at 4 °C. The homogenate was separated by gradient centrifugation with 30% Percoll (P1644, Sigma-Aldrich) in PBS at 500*g* for 25 min at 4 °C (no brake). The pellet containing astrocytes at the bottom of the tube was then collected and washed once with PBS containing 2% FBS and 10 mM EDTA before staining. Fc receptors were blocked with Fc block (2.4G2, BD Bioscience) for 10 min at 4 °C before incubation with primary antibodies. Cells were stained with antibodies directed against CD11b-BV786 (1:200, M1/70, BD Bioscience), CD45-APC-Cy7 (1:200, 30-F11, BioLegend), O1-eFluor660 (1:200, 50-6506-82, eBioscience) and ASCA2-PE-Cy7 (1:200, 130-116-246, Miltenyi Biotec) for 40 min at 4 °C. Additionally, cells were treated with hashtag antibodies to label source samples (TotalSeqB0301-B0310, B0312 and B0314, BioLegend). After washing, cells were sorted using a CytoFLEX SRT (Beckman Coulter). Data were acquired with CytExpert software (Beckman Coulter). Post-acquisition analysis was performed using FlowJo software, version 10.9.0. Single-cell libraries were generated and sequenced on the Illumina NovaSeq 6000 sequencer. Sequence reads were processed and aligned to the mouse genome (mm10, GENCODE vM23/Ensembl98; https://cf.10xgenomics.com/supp/cell-exp/refdata-gex-mm10-2020-A.tar.gz) using CellRanger 3.0. 

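The headers of the 3 count matrices name CellRanger 7.0.0, a later release than the one given in the text. The matrices list gene identifiers of Ensembl, and the coordinates printed here come from matching these identifiers to GENCODE vM21 on GRCm38, in which all 56 of the 56 genes looked up were found.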

Initially, genes expressed in <3 cells and cells with <100 genes and mitochondrial reads <6% were excluded from the analysis. 

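Cells with at least 100 genes and under 6% mitochondrial UMIs were kept here, and genes found in at least 3 cells. Of all barcodes, 2186 (16.1%) had 6% or more mitochondrial UMIs. The median share of mitochondrial UMIs was 2.22%, 2.10% and 2.05% in libraries 1, 2 and 3. Without the mitochondrial filter 1711 astrocytes were found and with at least 500 genes per cell 1550.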

Pericytes were removed from amygdalar cells based on *Pdgfrb*. 

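*Pdgfrb* (ENSMUSG00000024620) lies on chromosome 18 of GRCm38 from 61045150 to 61085061. A *Pdgfrb* UMI was found in 99.1% of cells in pericyte-like clusters, at 1711 CPM, and in 50.9% of cells in astrocyte-like clusters, at 71.5 CPM. Whole clusters were therefore left out by 6 pericyte markers rather than single cells by *Pdgfrb* alone. Other pericyte markers were found in fewer astrocytes, with *Vtn* in 5.44% and *Rgs5* in 3.01%. The astrocyte marker *Slc1a3* was found in 100.0% of astrocytes and 36.0% of pericytes.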

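HTODemux, with its default normalization and clustering and a positive quantile of 0.99, called 1976 of the filtered barcodes doublets and 5249 negative. Of the singlets called, 1481 (35.8%) carried a hashtag for which the hashtag table lists no mouse: 204 in library 1, 508 in library 2 and 769 in library 3. These were left out. Scrublet, run on all filtered barcodes, called 28, 18 and 36 of them doublets in the libraries, which is 0.652%, 0.584% and 0.905%. A quantile of 0.95 gave 1667 astrocytes, MULTIseqDemux 1414, and leaving out the doublets of Scrublet 1530.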

Hashtag oligos (HTOs) were demultiplexed using HTODemux and singlet cells were used for subsequent analysis. Principal component analysis was performed on the expression data matrix using the Seurat. Thirty principal components were used for generating *t*SNE plots. 

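Clustering the astrocytes found here at resolutions of 0.2 and 0.8 gave 3 and 6 subclusters, and integration of the libraries by Seurat's anchors gave 4. The smallest and largest subclusters held 220 and 729 cells at 0.2, 58 and 420 cells at 0.8, and 212 and 682 cells with integration. Between 2 and 3 of the clusters AST1 to AST4 were the best match of some subcluster under these settings.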

Transcriptomic clusters were identified from a total 1,903 amygdalar astrocytes with resolution set to 0.4. Differentially expressed gene candidates from a comparison of *Adrb1*-positive and *Adrb1*-negative astrocytes were estimated using Mann–Whitney–Wilcoxon test.

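With mice as replicates, edgeR's quasi-likelihood test on 6639 genes called 2 between *Adrb1*-positive and *Adrb1*-negative astrocytes of FR mice at an adjusted p under 0.05, and 183 had an unadjusted p under 0.05. Beside *Igfbp2*, *Sgcd* (ENSMUSG00000020354), on the reverse strand of chromosome 11 of GRCm38 from 46896253 to 47988969, was lower in *Adrb1*-positive astrocytes in 4 of 4 mice (log2 fold change −1.14, standard error 0.237, adjusted p = 0.0132). DESeq2 called 0 genes. Of the 61 genes listed for this comparison in Supplementary Table 3, which were chosen on these cells, 24 passed the filter on low counts and 19 of those changed in the listed direction. Without the filter, 36 of 52 did. Of the genes that lead the list, *Frmd4b* had a log2 fold change of 0.41 (standard error 0.338), *Gm9750* −0.50 (standard error 0.235) and *Rcan2* −0.45 (standard error 0.315), each with an adjusted p of 1.0 from edgeR's test, and *Hist1h2bn* did not pass the filter. In simulated counts at this depth, a 2-fold change was recovered for 55% of 200 changed genes and a 1.5-fold change for 7%.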

### RNAscope

Cryosections were prepared as described above and stored at −80 °C. RNAscope in situ hybridization was performed using RNAscope Multiplex Fluorescent Reagent Kit v.2 with TSA Vivid Dyes (ACDBio, 323270), according to the manufacturer’s instructions. The sections were washed for 5 min with PBS, and then heated at 60 °C for 30 min before post-fix. After dehydration in an ethanol series, hydrogen peroxide was applied for 10 min at room temperature. The sections were washed with ddH_2_O twice, and then incubated in Target Retrieval Reagents for 5 min at 90–100 °C. A wash with ddH_2_O for 15 s was followed by a dehydration with 100% ethanol for 3 min and dried at room temperature. Then, the sections were incubated with Protease III for 30 min at 40 °C. The sections were washed with ddH_2_O twice and then incubated with probes Mm-Fos (ACDBio, 316921), Mm-Adra1a (ACDBio, 408611), Mm-Adrb1-C2 (ACDBio, 449761-C2), Mm-Igfbp2 (ACDBio, 405951) and Mm-Slc1a3-C3 (ACDBio, 430781-C3) for 2 h at 40 °C. Thereafter, the sections were washed twice with wash buffer for 2 min between incubations at 40 °C. The sections were incubated in AMP1 for 30 min, AMP2 for 30 min and AMP3 for 15 min at 40 °C, then incubated in horseradish peroxidase (HRP) for 15 min, fluorophore for 30 min and HRP-blocker for 15 min at 40 °C for each channel. In the staining of mCherry, slices were washed in 0.1 M PBS 3 times for 10 min each, followed by immunohistochemistry that was performed as described above. Following primary and secondary antibodies used: rabbit anti-RFP (1:250, Rockland, 600-401-379), Alexa Fluor 568 donkey anti-rabbit (1:1,000, Abcam, ab175692). Finally, the sections were incubated with DAPI at room temperature, removed DAPI, and mounted in Prolong Gold Antifade Reagent (Invitrogen, P36934). Images were obtained in the same way as immunohistochemistry described above except with a step size of 0.5 µm. Images were processed with ImageJ. Astrocyte somata were delineated using *Slc1a3* signals. The intensity of *Fos*, *Adra1a*, *Adrb1* and *Igfbp2* signals within the somata were measured. To account for differences in somata sizes, the signals were normalized using *Slc1a3*. Subsequently, the normalized signals were *z*-scored within each sample to evaluate gene expression across a heterogeneous cell population. This approach facilitated the robust identification of cells exhibiting high gene expression relative to the population mean. In Fig. 4e,f, adrenoreceptor-positive cells were identified based on scRNA-seq data, selecting the top 50% of cells ranked by *Adra1a* expression and the top 20% of cells ranked by *Adrb1* expression. 

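The share of astrocytes with at least 1 *Adra1a* UMI was 40.1 ± 5.41% (SD, n = 16 mice), between 30.0% and 49.0% per mouse.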

Co-expression index of *Adra1a* and *Adrb1*, calculated by relative expression level of *Adra1a* to NoFC median multiplied by relative expression level of *Adrb1* for each cell. In Fig. 4j, the correlation analysis of *Fos* and *Adrb1*, expression levels were evaluated using *z*-scores of RNAscope signal intensity to assess gene expression across a heterogeneous population of cells, enabling robust identification of cells with high gene expression relative to the population mean. Specifically, we identified astrocytes with z-scores greater than 2 in RNAscope *Fos* signal intensity as *Fos*-high astrocytes, capturing 3% of the astrocyte population with significantly elevated *Fos* expression, consistent with scRNA-seq data in Fig. 4c where *Fos*-positive astrocytes occupied 4% of the total astrocytes analysed. Similarly, *Adrb1*-high astrocytes were identified using z-scores greater than 0.5, capturing 26% of astrocytes, also in line with scRNA-seq data in Fig. 4c where *Adrb1*-positive astrocytes occupied 20% of the total astrocytes analysed. In addition, *Igfbp2*-high astrocytes were identified using z-scores greater than 0.5, capturing 24% of all astrocytes in Extended Data Fig. 12d,e, which is consistent with scRNA-seq data indicating that *Igfbp2*-positive astrocytes occupy 24% of the total astrocytes analysed.

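Over all groups, 62 of 1526 astrocytes (4.06%) had at least 1 *Fos* UMI. With at least 2 *Fos* UMIs required the share was 0.524%, and with every astrocyte thinned to a fixed number of UMIs it was 3.14%.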

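An *Adrb1* UMI was found in 304 astrocytes. The mean of the mice was 19.3 ± 4.21% (SD, n = 16 mice), and single mice lay between 14.1% and 27.8%.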

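An *Igfbp2* UMI was found in 457 of the 1526 astrocytes (29.9%) and in 0.787% of pericytes. Single mice lay between 14.1% and 55.1% of astrocytes.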

### Statistical analysis

Most statistical tests were run in Prism 10.1.2 (GraphPad). The specific tests used are indicated in the figure legends and Supplementary Table 1. All tests were two-sided unless otherwise noted. Astrocyte Fos count analyses across groups for each brain region were run with R v.4.3.2 on RStudio v.2023.12.1.402 and relied on the tidyverse, car, dunn.test and dplyr packages and base R functions aov(), TukeyHSD() and p.adjust(). The data were first analysed with Levene’s test for homogeneity of variance. Brain regions that passed Levene’s test (*P* > 0.05) were followed by a one-way ANOVA test with Tukey’s honest significant difference test and regions that failed Levene’s test (*P* < 0.05; no homogeneity of variances) were followed by the Kruskal–Wallis test with Dunn’s post hoc test and Bonferroni adjustment. False discovery rates were calculated across groups and brain regions from post hoc *P* values using the Benjamini–Hochberg method.

Mice were randomly assigned to experimental groups, and mice assigned to different experimental conditions were run in parallel. Mouse experiments and analyses were done blinded to group allocation. Tissue samples that yielded insufficient cell counts (less than 30 cells) during scRNA-seq quality control were excluded from the study. 

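All 16 mice kept at least 30 astrocytes, which was a reason for choosing this setting of the hashtag calls. The range was 42 to 101 per mouse in NoFC (307 in all), 71 to 246 in FC (483), 49 to 124 in NoFR (327) and 52 to 212 in FR (409). At least 30 astrocytes were kept by 15 mice with at least 500 genes per cell, by 13 with every cell with a *Pdgfrb* UMI left out and by 5 with MULTIseqDemux, and, in settings chosen after seeing the data, by 12 with hashtag counts normalized within cells and k-means clustering and by 2 with strict hashtag calls.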

The results of statistical comparisons, *n* numbers and *P* values are shown in the figure panels or figure legends along with averages. *n* is defined as the numbers of cells, sections or mice throughout on a case-by-case basis; the unit of analysis is stated in the text or in each figure legend. In the figures, summarized data are shown as mean ± s.e.m. with a scatter plot and *P* values are indicated by asterisks: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-09619-2.

## Supplementary information

Supplementary Table 1 Details of raw replicates, statistical analyses, *n* numbers and relevant parameters, related to all figures.

Reporting Summary

Supplementary Table 2 *Fos*-mNG astrocyte counts in 677 brain regions in NoFC, FC, FC + novelty, NoFR and FR groups.

Supplementary Table 3 Single-cell transcriptomic data including the list of top 20 genes that differentiate astrocyte clusters and the differentially expressed genes estimated between *Adrb1*-positive and negative astrocytes.

Supplementary Table 4 AAV constructs and Addgene IDs.

Peer Review File

Supplementary Video 1 STPT images, astrocyte marking, and brain region segmentation in the NoFC group.

Supplementary Video 2 STPT images, astrocyte marking, and brain region segmentation in the FR group.

## Data Availability

All the single-cell transcriptomics data are available at Gene Expression Omnibus with accession identifier GSE272414. All raw replicate data used to generate the figures and the associated statistical tests are provided in Supplementary Table 1. *Fos*-mNG astrocyte counts in 677 brain regions in NoFC, FC, NoFR and FR groups are provided in Supplementary Table 2. All raw data supporting the findings of this study are available on the RIKEN CBS data sharing platform (https://neurodata.riken.jp/id/20250831-001; 10.60178/cbs.20250831-001).

# Supplementary material for: The astrocytic ensemble acts as a multiday trace to stabilize memory
**Source:** Nature. 2025 Oct 15;648(8092):146–56. doi: 10.1038/s41586-025-09619-2
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | QuantStudio (Applied Biosystems, 12K), CytExpert (Beckman Coulter, version 1.0.3), FlowJo (Becton Dickinson, version 10.9.0), Fluoview (FV3000, Olympus). Freezing was automatically measured throughout the testing trial by the TimeFZ4 software (version 2021_7_29, Ohara).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | Softwares: NeuroInfo (MBL Bioscience, BNS-200), ANTs (Stnava, <a href="https://stnava.github.io/ANTs/">https://stnava.github.io/ANTs/</a> ), JupyterLab (3.6.7, Project Jupyter, <a href="https://jupyterlab.readthedocs.io/en/latest/">https://jupyterlab.readthedocs.io/en/latest/</a> ), Python (v3.00, Python Software Foundation), Numpy (1.26.4, <a href="https://www.nature.com/articles/s41586-020-2649-2">https://www.nature.com/articles/s41586-020-2649-2</a> ), Matplotlib (3.8.0, <a href="https://ieeexplore.ieee.org/document/4160265/authors#authors">https://ieeexplore.ieee.org/document/4160265/authors#authors</a> ), Pandas (2.1.4, NumFOCUS, Inc., <a href="https://pandas.pydata.org/">https://pandas.pydata.org/</a> ), Scipy (1.11.4, <a href="https://www.nature.com/articles/s41592-019-0686-2">https://www.nature.com/articles/s41592-019-0686-2</a> ), sklearn (1.2.2, RRID:SCR_002577), ImageJ (NIH), GraphPad Prism (10.1.2, GraphPad), RStudio (2023.12.1+402, Posit Software, PBC), R4.3.2 (R Core Team, RRID:SCR_001905; <a href="https://www.R-project.org/">https://www.R-project.org/</a> ).<br>Codes: <a href="https://github.com/BrainImageAnalysis/Astrocyte3DMapping/">https://github.com/BrainImageAnalysis/Astrocyte3DMapping/</a> , <a href="https://github.com/Jun-Nagai-Lab/Dewa-et-al/">https://github.com/Jun-Nagai-Lab/Dewa-et-al/</a> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All the single-cell transcriptomics data are available at Gene Expression Omnibus with accession identifier GSE272414. For the scRNA-seq analysis, we used the mouse reference genome mm10 (GENCODE vM23/Ensembl 98), downloaded from the 10x Genomics reference data site <https://cf.10xgenomics.com/supp/cell-exp/refdata-gex-mm10-2020-A.tar.gz>. All raw replicate data values used to generate the figures and the associated statistical tests are provided in Supplementary Table 1. Fos-mNG astrocyte counts in 677 brain regions in NoFC, FC, NoFR and FR groups are provided in Supplementary Table 2. All raw data supporting the findings of this study are available at RIKEN CBS Data Sharing Platform <https://neurodata.riken.jp/id/20250831-001> (DOI: 10.60178/cbs.20250831-001).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                  |
|--------------------------------------------------------------------|----------------------------------|
| Reporting on sex and gender                                        | <input type="text" value="n/a"/> |
| Reporting on race, ethnicity, or other socially relevant groupings | <input type="text" value="n/a"/> |
| Population characteristics                                         | <input type="text" value="n/a"/> |
| Recruitment                                                        | <input type="text" value="n/a"/> |
| Ethics oversight                                                   | <input type="text" value="n/a"/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample and group sizes were determined based on data from similar models used in the cited papers and the authors' previous publications. Specifically: brain-wide imaging (PMID: 35379803, 30692687), PHP.eB AAV validation (PMID: 34139149), Fos+ cell histological analyses (PMID: 35379803, 39549697, 30692687), c-Fos IHC (PMID: 34139149, 39506118), in vitro Fos screening assay (PMID: 32187527), fiber photometry (PMID: 38547869, 38514778), single-cell transcriptomics (PMID: 38326616), RNAscope (PMID: 31031006), behavioral tests (PMID: 35379803, 30692687, 39549697), and ex vivo astrocyte Ca <sup>2+</sup> imaging (PMID: 34139149, 31031006). |
| Data exclusions | Tissue samples that yielded insufficient cell counts (<thirty cells) during scRNA-seq quality control were excluded from the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | To verify the reproducibility of the experimental findings, all data collection was done in multiple batches, at least twice independently as stated in figure legends. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Randomization   | All samples were randomly allocated into treatment groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | Investigators were blinded to group allocation during data acquisition for imaging, sequencing, and in vivo recordings. For behavioral experiments, blinding was implemented by using numerical mouse IDs, and whenever possible, data collection and analysis were carried out by different individuals. For in vitro experiments, blinding was not performed because the experimenters needed to know the conditions of each well to conduct the assays appropriately.                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

#### Primary antibodies:

Rat anti-GFAP, Thermo Fisher Scientific, 13-0300, RRID: AB\_2532994, 1:500 for IHC  
 Mouse anti-S100 $\beta$ , Sigma-Aldrich, S2532, RRID: AB\_477499, 1:500 for IHC  
 Mouse anti-RFP, MBL, M155-3, RRID: AB\_1278880, 1:500 for IHC  
 Rabbit anti-RFP, Rockland, 600-401-379, RRID: AB\_2209751, 1:500 for IHC  
 Rabbit anti-c-Fos, Synaptic Systems, 226003, RRID: AB\_2231974, 1:5000 for IHC, 1:1000 for ICC  
 Mouse anti-NET, Mab Technologies, NET05-2, RRID: AB\_2571639, 1:2000 for IHC  
 Goat-Sox9 (1:100, R&D systems, AF3075), 1:100 for IHC  
 Mouse anti-c-Fos, Santa Cruz, sc-166940, RRID: AB\_10609634, 1:50 for ICC  
 Rabbit anti-Iba1, Fujifilm, 019-19741, RRID: AB\_839504, 1:1000 for ICC  
 Chicken anti-Tuj1, Novus Biologicals, NB100-1612, RRID: AB\_10000548, 1:1000 for ICC  
 Mouse anti-Olig2, Millipore, MABN50, RRID: AB\_10807410, 1:100 for ICC  
 Rabbit anti-mGluR3, Abcam, ab166608, RRID: AB\_2833092, 1:500 for ICC  
 CD11b-BV786 (M1/70, Lot 4317109, BD Bioscience), 1:200 for FACS  
 CD45-APC-Cy7 (30-F11, Lot B442084, BioLegend), 1:200 for FACS  
 O1-eFluor660 (50-6506-82, Lot 2848347, eBioscience), 1:200 for FACS  
 ASCA2-PE-Cy7 (130-116-246, Lot, 5231104462, Miltenyi Biotec), 1:200 for FACS

#### Secondary antibodies (1:1000 dilution):

Alexa Fluor 488 donkey anti-rat, Abcam, ab150153, RRID: AB\_2737355  
 Alexa Fluor 488 donkey anti-chicken, ThermoFisher, A78948, RRID: AB\_2921070  
 Alexa Fluor 568 donkey anti-mouse, Abcam, ab175700, RRID: AB\_3083693  
 Alexa Fluor 568 donkey anti-goat, Abcam, ab150129, RRID: AB\_2687506  
 Alexa Fluor 568 donkey anti-rabbit, Abcam, ab175470, RRID: AB\_2783823  
 Alexa Fluor 647 donkey anti-rabbit, Abcam, ab150067, RRID: AB\_2894821  
 Alexa Fluor 647 donkey anti-mouse, Abcam, ab150111, RRID: AB\_2890625  
 Alexa Fluor 647 donkey anti-chicken, Jackson ImmunoResearch, 703-605-155, RRID: AB\_234039

### Validation

All antibodies were either validated by the manufacturers for the specified species and applications or previously confirmed in the literature. Optimal dilutions were determined empirically on mouse brain tissues, and secondary-antibody-only controls confirmed specificity (no signal without primary). Details for each antibody are as follows:

Rat anti-GFAP (Thermo Fisher Scientific #13-0300, clone 2.2B10, RRID: AB\_2532994): Monoclonal IgG2a antibody raised in rat against enriched bovine GFAP filaments. The immunogen was enriched bovine glial filaments. The manufacturer's documentation states that it reacts with mouse, rat, human, and bovine GFAP and is validated for immunohistochemistry and related applications. (<https://www.biocompare.com/9776-Antibodies/7012889-GFAP-Glial-Fibrillary-Acid-Protein-Monoclonal-Antibody-2-2B10/>). Previously used in PMID: 38302444.

Mouse anti-S100 $\beta$  (Sigma-Aldrich #S2532, clone SH-B1, RRID: AB\_477499): Mouse IgG1 monoclonal antibody (clone SH-B1) against S100 $\beta$ . The immunogen was S100 $\beta$  purified from bovine brain. The manufacturer's documentation states that the antibody has been validated for immunohistochemistry and other assays, with broad species reactivity (reacts with human, rat, bovine, pig, goat, etc.) ([https://www.sigmaaldrich.com/US/en/product/sigma/s2532?srsltid=AfmBOorJCzKHm\\_kMMaejg31phReliQIOVB2jbal0Tfv-qbf-cYqt5ahV](https://www.sigmaaldrich.com/US/en/product/sigma/s2532?srsltid=AfmBOorJCzKHm_kMMaejg31phReliQIOVB2jbal0Tfv-qbf-cYqt5ahV)). Previously used in PMID: 34139149.

Mouse anti-RFP (MBL International M155-3, clone 8D6, RRID: AB\_1278880): Mouse IgG1 monoclonal antibody (clone 8D6) against red fluorescent protein (RFP). The manufacturer's documentation states that the antibody has been validated for immunocytochemistry and immunohistochemistry (<https://www.mblbio.com/bio/g/dtl/A/index.html?pcd=M155-3>). Previously used in PMID: 37323585.

Rabbit anti-RFP (Rockland #600-401-379, polyclonal, RRID: AB\_2209751): Rabbit polyclonal antibody affinity-purified against full-length Discosoma RFP. The immunogen was a recombinant RFP (234 amino acids from Discosoma sp.) The manufacturer's documentation states that the antiserum was immunoaffinity-purified and extensively adsorbed to remove cross-reactivity with mammalian proteins ([https://www.rockland.com/categories/primary-antibodies/rfp-antibody-pre-adsorbed-600-401-379/?srsltid=AfmBOooSy5itbhp4CoqwicBqO7rJ2R\\_FvAMkOQWn17\\_MoyAJOYlu6SFm](https://www.rockland.com/categories/primary-antibodies/rfp-antibody-pre-adsorbed-600-401-379/?srsltid=AfmBOooSy5itbhp4CoqwicBqO7rJ2R_FvAMkOQWn17_MoyAJOYlu6SFm)). Previously used in PMID: 34139149.

Rabbit anti-c-Fos (Synaptic Systems #226 003, polyclonal, RRID: AB\_2231974): Rabbit polyclonal antibody against c-Fos. Immunogen was a synthetic peptide corresponding to amino acids 2–17 of rat c-Fos (UniProt P12841). The manufacturer's documentation states that the antibody has been validated it is affinity-purified and validated for immunohistochemistry on rodent brain tissue (<https://fnkprddata.blob.core.windows.net/domestic/data/datasheet/SS2/226003.pdf>). Previously used in PMID: 34139149.

Mouse anti-NET (Norepinephrine Transporter; Mab Technologies #NET05-2, clone 2-3B2, RRID: AB\_2571639): Mouse IgG2b

monoclonal antibody (clone 2-3B2) raised against a peptide from the mouse norepinephrine transporter (NET). The manufacturer's documentation states that it specifically recognizes mouse and rat NET on neuronal membranes but does not bind human NET (species specificity confirmed by sequence homology) (<https://mabtechnologies.com/categories/product/7-norepinephrine-transporter-mouse-net05-2>). Previously used in PMID: 29133432.

Goat anti-Sox9 (R&D Systems AF3075, polyclonal): Goat polyclonal IgG antibody against Sox9. Immunogen was recombinant human SOX9 (Met1–Lys151) expressed in *E. coli*. The manufacturer's documentation states that the antibody has been validated antigen affinity purification in immunocytochemistry and Western blot (primarily on human samples) ([https://www.rndsystems.com/products/human-sox9-antibody\\_af3075](https://www.rndsystems.com/products/human-sox9-antibody_af3075)). Previously used in PMID: 28336567.

Mouse anti-c-Fos (Santa Cruz Biotechnology sc-166940, clone E-8, RRID: AB\_10609634): Mouse monoclonal IgG1  $\kappa$  antibody (clone E-8) against c-Fos. The epitope recognized is mapped to amino acids 128–152 of human c-Fos. The manufacturer's documentation states that this clone is validated for immunofluorescence and immunohistochemistry (paraffin) in mouse, rat, human, and even zebrafish tissues (<https://www.scbt.com/p/c-fos-antibody-e-8?srsltid=AfmBOoq6tOL6gXYJG5QLW-dcHYBvgg9iCpBg6OaokaDJTwhOHV3lwoQ9>). Previously used in PMID: 37229433.

Rabbit anti-Iba1 (FUJIFILM Wako #019-19741, polyclonal, RRID: AB\_839504): Rabbit polyclonal antibody against Iba1 (microglial calcium-binding protein). The immunogen is a synthetic peptide corresponding to the C-terminal amino acids of Iba1, a region conserved in mouse, rat, and human. The antibody was affinity-purified and is recommended for immunocytochemistry/immunohistochemistry (but not Western blot) by the manufacturer (<https://labchem-wako.fujifilm.com/us/product/detail/W01W0101-1974.html>). Previously used in PMID: 33414461.

Chicken anti- $\beta$ III Tubulin (TuJ1) (Novus Biologicals NB100-1612, polyclonal, RRID: AB\_10000548): Chicken polyclonal IgY antibody against neuron-specific class III  $\beta$ -tubulin (TuJ1 antigen). This antibody was generated by immunizing chickens with synthetic peptides from human TUBB3, and the IgY was affinity-purified. The manufacturer's documentation states that the antibody has been validated for immunofluorescence and immunohistochemistry, and is widely used as a pan-neuronal marker. ([https://www.novusbio.com/products/beta-iii-tubulin-antibody\\_nb100-1612?srsltid=AfmBOopjF61F7ST1-ktgtvSZnbk8thSNz3TsNcuO5\\_haFp-BGAt\\_Ocjo](https://www.novusbio.com/products/beta-iii-tubulin-antibody_nb100-1612?srsltid=AfmBOopjF61F7ST1-ktgtvSZnbk8thSNz3TsNcuO5_haFp-BGAt_Ocjo)). Previously used in PMID: 38843836.

Mouse anti-Olig2 (Millipore Sigma MABN50, clone 211F1.1, RRID: AB\_10807410): Mouse monoclonal IgG2a antibody (clone 211F1.1) against Olig2 (oligodendrocyte lineage transcription factor). The immunogen was a recombinant human Olig2 protein. The manufacturer's documentation states that the antibody has been validated in Western blot, immunocytochemistry, and immunohistochemistry; it reacts with Olig2 in mouse, rat, and human samples ([https://www.merckmillipore.com/INTL/en/product/Anti-Olig2-Antibody-clone-211F1.1\\_MM\\_NF-MABN50](https://www.merckmillipore.com/INTL/en/product/Anti-Olig2-Antibody-clone-211F1.1_MM_NF-MABN50)). Previously used in PMID: 17428828.

Rabbit anti-mGluR3 (Abcam ab166608, clone EPR9009(2), RRID: AB\_2833092): Rabbit recombinant monoclonal antibody against mGluR3. The immunogen was a proprietary synthetic peptide from human mGluR3 (GRM3). The manufacturer's documentation states that this clone is validated for ICC/IF and flow cytometry and recognizes mGluR3 in human, mouse, and rat samples (<https://www.labome.com/knockout-validated-antibodies/mGlu3-antibody-knockout-validation-Abcam-ab166608.html>). Its specificity was further confirmed by knockout validation (showing loss of staining in Grm3<sup>-/-</sup> tissues). In our hands, this antibody labeled mGluR3 in transfected cell cultures (consistent with manufacturer's validation in HEK293 cells and brain tissue).

CD11b–BV786 (BD Biosciences, clone M1/70): A rat monoclonal IgG2b  $\kappa$  antibody (clone M1/70) against CD11b (integrin  $\alpha_M$ ) conjugated to Brilliant Violet 786. The manufacturer's documentation states that this clone is a well-characterized antibody that binds mouse CD11b (with demonstrated cross-reactivity to human CD11b) (<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-rat-anti-cd11b-integrin-m.569504>). Previously used in PMID: 30760929.

CD45–APC–Cy7 (BioLegend, clone 30-F11): A rat monoclonal IgG2b  $\kappa$  antibody (clone 30-F11) against pan-CD45, conjugated to APC/Cy7. Clone 30-F11 recognizes all isoforms of mouse CD45 (including both CD45.1 and CD45.2 alleles). The manufacturer's documentation states that the antibody has been validated for flow cytometry (BioLegend reports routine QC on mouse leukocytes) and does not distinguish between leukocyte subsets since it binds a common epitope on CD45 (<https://www.biolegend.com/de-at/products/apc-cyanine7-anti-mouse-cd45-antibody-2530>). Previously used in PMID: 30760929.

Oligodendrocyte Marker O1–eFluor660 (Invitrogen eBioscience, clone O1): A mouse IgM monoclonal antibody (clone O1) against galactocerebroside and sulfated lipids on late oligodendrocyte progenitors, conjugated to eFluor™ 660 (equivalent to Alexa 647). The manufacturer's documentation states that this antibody (originally O1 from Sommer and Schachner's work) reacts with oligodendrocytes of multiple species (mouse, rat, human, chicken) because it targets a conserved lipid antigen. (<https://www.thermofisher.com/antibody/product/Oligodendrocyte-Marker-O1-Antibody-clone-O1-Monoclonal/50-6506-82>). Previously used in PMID: 39009472.

ACSA-2–PE–Cy7 (Miltenyi Biotec #130-116-246, clone REA969): A recombinant human IgG1 monoclonal antibody (REAfinity clone REA969) specific for mouse Astrocyte Cell Surface Antigen-2 (ACSA-2), conjugated to a PE/Cy7-equivalent fluorochrome (PE–Vio770). The manufacturer's documentation states that the antibody has been validated for flow cytometry as a pan-astrocyte marker in mice (<https://www.labome.com/product/Miltenyi-Biotec/130-116-246.html>). Previously used in PMID: 37845031.

Mouse IGFBP-2 Antibody (R&D Systems #MAB797): Mouse recombinant monoclonal antibody against IGFBP-2. The manufacturer's documentation states that this clone is Measured by its ability to neutralize IGFBP-2 inhibition of IGF-II-dependent proliferation in the MCF-7 human breast cancer cell line ([https://www.rndsystems.com/products/mouse-igfbp-2-antibody-150101\\_mab797](https://www.rndsystems.com/products/mouse-igfbp-2-antibody-150101_mab797)). Previously used in PMID: 36042312.

Rat IgG control antibody (R&D Systems # 6-001-F): Polyclonal Rat IgG. The manufacturer's documentation states that it offers controls for flow cytometry, immunohistochemistry, and Western blotting. ([https://www.rndsystems.com/products/mouse-igfbp-2-antibody-150101\\_mab797](https://www.rndsystems.com/products/mouse-igfbp-2-antibody-150101_mab797)). Previously used in PMID: 36042312.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                          |
|----------------------------------------------------------------------|--------------------------------------------------------------------------|
| Cell line source(s)                                                  | AAVpro 293T cells (Clontech, 632273).                                    |
| Authentication                                                       | The cells were authenticated by the supplier using the STR-based method. |
| Mycoplasma contamination                                             | The cell line tested negative for mycoplasma contamination.              |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No misidentified cell lines were used.                                   |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Young adult (8-12 weeks old) wild-type C57BL/6NcrSlc mice obtained from the Japan SLC, Adra1a flox mice obtained from the RIKEN (RBRC11837) and Adrb1 flox mice (Accession Number: CDB1068K generated by RIKEN Center for Biosystems Dynamics Research <https://large.riken.jp/distribution/mutant-list.html>) and Fos2A-iCre/ERT2 (TRAP2, JAX Stock 030323) mice obtained from the Jackson Laboratory were used for in vivo experiments. TRAP2 mice were bred and maintained in our animal facility, backcrossed with C57BL/6NcrSlc at least 8 times before use for experiments. Wild-type C57BL/6NcrSlc female mice were obtained from the Japan SLC to obtain postnatal day 0-1 (P0-1) pups. Experiments were done using both male and female mice. Number of mice used in each experiment is listed in the main text and/or figure legends accordingly. Mice were housed in groups of two to five in a temperature- and humidity-controlled room ( $23 \pm 3^\circ\text{C}$ ,  $45 \pm 5\%$  humidity) under a 12-hour (h) light–dark cycle (lights on from 7 AM to 7 PM) and given ad libitum access to water and laboratory mouse diet at all times. After fiber implantation, the mice were single housed.

### Wild animals

The study did not involve wild animals.

### Reporting on sex

Animals of both sexes were included in the study and sex was not considered in random assignments to experimental groups, particularly due to the difficulty of distinguishing sexes in neonatal mice for in vitro experiments.

### Field-collected samples

The study did not use field-collected samples.

### Ethics oversight

All experiments were approved by the RIKEN Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

### Seed stocks

n/a

### Novel plant genotypes

n/a

### Authentication

n/a

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Mice were anesthetized with isoflurane 90 min after the initiation of behavioral paradigms and transcardially perfused with 1x PBS (30 mL for 2 min). The amygdala was freshly dissected out using a Brain Matrix (Ted Pella, 15067) and was placed into cold Hanks' balanced salt solution (HBSS) (14025092, Gibco) containing 10 mM HEPES (17514-15, Naclai Tesque), 0.54 % glucose (16806-25, Naclai Tesque), 5.0 µg/mL Actinomycin D (A1410, Sigma-Aldrich), 10 µM Triptolide (T3652, Sigma-Aldrich) and 27.1 µg/mL Anisomycin (A9789, Sigma-Aldrich), as previously described (Yamasaki et al., Commun Biol 2024; Marsh et al., Nat Neurosci 2022). Then, the tissue block was incubated for 15 min at 37°C in a 3 mL enzyme solution (1x HBSS, 10 mM HEPES, 0.54 % glucose, 0.5 mM EDTA (15575020, Invitrogen), 1.0 mM L-Cys (10309-41, Naclai Tesque), 5.0 µg/mL Actinomycin D, 10 µM Triptolide and 27.1 µg/mL Anisomycin) containing 20 U of papain per mouse (LS003127, Worthington Biochemical). The tissue was then homogenized by passing through a 18G needle and was further incubated for 15 min at 37 °C. Following homogenization using a 20G needle, the resulting cell suspension was centrifuged at 500 x g for 5 min at 4 °C. The homogenate was separated by gradient centrifugation with 30% Percoll (P1644, Sigma-Aldrich) in 1x PBS at 500 x g for 25 min at 4°C (no brake). The pellet containing astrocytes at the bottom of the tube was then collected and washed once with PBS containing 2 % FBS and 10 mM EDTA before staining. Fc receptors were blocked with Fc block (2.4G2, BD Bioscience) for 10 min at 4°C before incubation with primary antibodies. Cells were stained with antibodies directed against CD11b-BV786 (M1/70, BD Bioscience), CD45-APC-Cy7 (30-F11, BioLegend), O1-eFluor660 (50-6506-82, eBioscience) and

ASCA2-PE-Cy7 (130-116-246, Miltenyi Biotec) for 40 min at 4 °C. Additionally, cells were treated with hashtag antibodies to label source samples (TotalSeqB0301-B0310, B0312 and B0314, BioLegend).

Instrument

Cells were sorted using a CytoFlex SRT (Beckman Coulter)

Software

Data were acquired with CytExpert software (Beckman Coulter). Post acquisition analysis was performed using FlowJo software, version 10.9.0.

Cell population abundance

The cell population abundances are provided in the plots depicting the representative gating strategies of each experiment.

Gating strategy

In all experiments, small debris was removed with the preliminary FSC/SSC gate. Single cells were obtained by doublet exclusion. Further, gating strategies for the respective experiments are provided in the figures.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: The astrocytic ensemble acts as a multiday trace to stabilize memory
**Source:** Nature. 2025 Oct 15;648(8092):146–56. doi: 10.1038/s41586-025-09619-2
**Supplement:** Supplementary file 5 — AAV constructs and Addgene IDs.

| **AAV construct** | **Addgene ID** | **Titer** |
| --- | --- | --- |
| *AAV-PHP.eB *GfaABC_1_D*-DIO-mNeonGreen-mScarlet-I-WPRE | Addgene 223668 | 2.5 x 10^12^ GCs in 50 µL |
| *AAV-PHP.eB *GfaABC_1_D*-DIO-mNeonGreen-WPRE | Addgene 223669 | 2.5 x 10^12^ GCs in 50 µL |
| *AAV2/5 *GfaABC_1_D*-DIO-mNeonGreen-WPRE | Addgene 223669 | 3.0 x 10^12^ GCs/mL |
| *AAV2/DJ8-*RAM*-d2TTA::TRE-hM4Di-mCherry-WPREpA | Addgene 223670 | 3.0 x 10^13^ GCs/mL |
| *AAV2/5 *GfaABC_1_D*-mGrm3-WPRE | Addgene 224236 | 8.0 x 10^13^ GCs/mL |
| *AAV2/5 *GfaABC_1_D*-flag-mAdrb1-WPRE | Addgene 223671 | 3.0 x 10^12^ GCs/mL |
| *AAV2/5 *GfaABC_1_D*-flag-mAdrb1-mNeonGreen-WPRE | Addgene 223672 | 3.0 x 10^12^ GCs/mL |
| *AAV2/5 *hSyn1*-mCherry-CAAX | Addgene 223674 | 3.0 x 10^12^ GCs/mL |
| *AAV2/5 *hSyn1*-DIO-mCherry-CAAX | Addgene 223673 | 3.0 x 10^12^ GCs/mL |
| AAV2/9 rTH-PI-Cre | Addgene 107788 | 3.0 x 10^12^ GCs/mL |
| AAV2/8 *hSyn1*-DIO-hM3Dq-mCherry | Addgene 44361 | 1.0 x 10^13^ GCs/mL |
| AAV2/8 *hSyn1*-DIO-hM4Di-mCherry | Addgene 44362 | 1.0 x 10^13^ GCs/mL |
| AAV2/8 *hSyn1*-DIO-mCherry | Addgene 50459 | 3.0 x 10^12^ GCs/mL |
| AAV2/5 *GfaABC_1_D*-hM3Dq-mCherry | Addgene 92284 | 3.0 x 10^12^ GCs/mL |
| AAV2/DJ8 *Ef1a-*hM3Dq-mCherry | N/A | 4.8 x 10^11^ GCs/mL |
| AAV2/DJ8 *Ef1a-*hM4Di-mCherry | N/A | 4.0 x 10^12^ GCs/mL |
| AAV2/9- *hSyn1*-GRAB_NE2h_-WPRE | BrainVTA PT-5262 | 2.7 x 10^12^ GCs/mL |
| AAV2/1 *GfaABC_1_D* cAMPinG1-NE | N/A | 1.3 x 10^13^ GCs/mL |
| AAV2/1 *GfaABC_1_D*-RCaMP3 | N/A | 1.5 x 10^13^ GCs/mL |
| AAV2/5 *GfaABC1D*-cyto**-**GCaMP6f | Addgene 52925 | 1.1 x 10^13^ GCs/mL |
| AAV2/5 *GfaABC1D*-iβARK-p2A-mCherry | Addgene 117691 | 1.3 x 10^12^ GCs/mL |
| AAV2/5 *GfaABC1D*-iβARK(D110A)-p2A-mCherry | Addgene 117692 | 1.3 x 10^12^ GCs/mL |
| *AAV2/5 *GfaABC1D*-Lck-mCherry-iβARK | Addgene 241241 | 1.3 x 10^12^ GCs/mL |
| *AAV2/5 *GfaABC1D*-Lck-mCherry-iβARK(D110A) | Addgene 241242 | 1.1 x 10^13^ GCs/mL |
| *AAV2/5 *GfaABC1D*-DIO-Lck-mCherry-iβARK-4x6T | Addgene 241243 | 3.0 x 10^13^ GCs/mL |
| *AAV2/5 *GfaABC1D*-DIO-Lck-mCherry-iβARK(D110A)-4x6T | Addgene 241244 | 3.0 x 10^13^ GCs/mL |
| *AAV2/5 *Fos*-Flpo^ERT2^ | Addgene 241239 | 3.0 x 10^12^ GCs/mL |
| *AAV2/5 *GfaABC1D*-fDIO-mNeonGreen | Addgene 241240 | 1.0 x 10^12^ GCs/mL |
| AAV2/5 *GfaABC1D*-Cre-4x6T | Addgene 196410 | 1.2 x 10^13^ GCs/mL |

**Supplementary Table 4**. AAV constructs used in this study (* 15 new AAVs generated in this study).

How the deposited data were processed for this re-analysis (not part of the article)

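Amygdala tissue was taken from 16 mice, 4 in each of the NoFC, FC, NoFR and FR groups. The paper gives 90 min after behaviour as the time of collection, and 24 h after FC without recall for NoFR mice. Sorted cells were sequenced as 3 pooled 10x libraries together with hashtag oligonucleotides. The authors aligned the reads and deposited raw UMI counts per gene and cell and per hashtag and cell, with no normalization, for barcodes that CellRanger had called as cells. The matrix headers name CellRanger 7.0.0. The authors also deposited a table that gives, for each mouse, its group, library and hashtag. All values reported here start from these counts. The other experiments of the paper are not analysed here.

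Genes found in at least 3 cells and cells with at least 100 genes and under 6% mitochondrial UMIs were kept. The text of the Methods on mitochondrial reads was read as keeping cells under 6%. Hashtags with at most 10 UMIs in every cell of a library were left out, which removed 2 of the 10 hashtags of library 2 and none of the other libraries. Cells were assigned to hashtags with HTODemux in Seurat 5.3.0 (R 4.3.3) at a positive quantile of 0.99. Normalization of hashtag counts within each cell had been chosen before the data were examined, but with HTODemux's default clustering it stops with an error in library 3. It was first run with k-means clustering, under which 12 mice kept at least 30 astrocytes, and group comparisons were seen under that setting. Seurat's default normalization was then made the setting of all values reported, before its group comparisons were seen, because it is the default and all 16 mice kept at least 30 astrocytes, as the paper's 4 mice per group require. The k-means setting is given as an alternative. Also chosen before the data were examined were the tests, the samples and covariates of each comparison, the markers of each cell type, the gene lists, the rule for the genes named and the alternatives, except those said here or below to be chosen after seeing the data.

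All singlets of the libraries were log-normalized and clustered on 2000 variable genes and 30 principal components at a resolution of 0.4. A cluster was named for a cell type when at least 3 markers of that type, and at least 50% of its markers, were found in at least 50% of its cells. After the clusters were seen, 2 rules were added: a cluster whose median UMI count, relative to its library, was below the median divided by 3 was set aside as low in depth (179 cells), and a cluster led by genes of another type was not taken for the type its markers named. Of 10 clusters, 3 were named astrocyte-like (1485, 463 and 370 cells, hashtags without a mouse included) and 2 pericyte-like (1190 and 186). The astrocyte clusters were led by *Igfbp2*, by *Gm41492* and by *Nkx6-2*. Astrocytes of mice were clustered again with the same settings for subclusters, without integration of the libraries. Subclusters were matched to AST1 to AST4 by the mean score of the genes in Supplementary Table 3.

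Counts were summed over the astrocytes of each mouse. Groups were compared with edgeR 4.0.16 (TMM normalization, filterByExpr by group, quasi-likelihood fit with robust = TRUE, library as a covariate, all 4 groups in 1 fit). Genes named by the paper were tested even where they failed the filter, a rule added after *Fos* was seen to fail it. Benjamini-Hochberg adjustment was made over the genes of each comparison and 0.05 was the threshold. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic. Levels per mouse are TMM-normalized CPM. Gene lists were tested with fry in limma 3.58.1, on 2 of 13 immediate early genes, 7 of 10 glucocorticoid targets, 8 of 9 evening and 3 of 4 morning clock genes that passed the filter. The lists were: immediate early genes (*Fosb*, *Junb*, *Jun*, *Egr1*, *Egr2*, *Arc*, *Npas4*, *Nr4a1*, *Ier2*, *Dusp1*, *Btg2*, *Atf3*, *Zfp36*), glucocorticoid targets (*Fkbp5*, *Tsc22d3*, *Sgk1*, *Zbtb16*, *Pdk4*, *Nfkbia*, *Cdkn1a*, *Errfi1*, *Arrdc2*, *Mertk*), evening clock genes (*Per1*, *Per2*, *Per3*, *Dbp*, *Nr1d1*, *Nr1d2*, *Ciart*, *Tef*, *Hlf*) and morning clock genes (*Arntl*, *Clock*, *Npas2*, *Nfil3*). Shares of cells and single values per mouse were compared by exact permutation tests over 70 permutations of 4 mice against 4. For *Adrb1*, counts were summed per FR mouse and *Adrb1* status and compared with the mouse as a block. Interval limits for the share in a single mouse are 95% Wilson intervals, and the limit that a count of 0 allows is 3 cells of the total; both cover counting error only, and limit cells with a UMI rather than cells that express the gene.

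The genes named in the text are those the paper names for this experiment, the genes that lead the *Adrb1* sheet of Supplementary Table 3 (their values had been seen), for each comparison the 5 genes with the largest change among those past the threshold whose mice do not overlap between groups (for *Adrb1*, changed the same way in every mouse), and members of the lists past the threshold. Genes named beyond this rule, among them the leading genes of clusters and *Ralyl*, were named after their values were seen.

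The tests were run on simulated counts drawn from the means and depths of the real genes and mice with 200 changed genes. The simulated counts had a common dispersion, no difference between libraries and no cells assigned to a wrong mouse. Alternatives were DESeq2 1.42.0, no filter on low counts, no library term, each mouse left out in turn, other hashtag calls (a quantile of 0.95, MULTIseqDemux), Scrublet in scanpy 1.11.5, leaving out every cell with a *Pdgfrb* UMI, at least 500 genes per cell, at least 10 astrocytes per mouse, thinning to a fixed number of UMIs, other resolutions and integration. Alternatives added after seeing the data were the k-means hashtag calls, low-depth clusters kept, sums within subclusters, the mouse number as a block, means over the cells of a group, strict hashtag calls, and all alternatives of the pericyte comparison, which itself was added after seeing the data. For each comparison of groups, all 35 splits of the 8 mice were run. Also used were Matrix 1.6.5, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Left out were 1481 singlets with hashtags of no listed mouse and the cells of clusters that were neither astrocyte-like nor pericyte-like. By group, low-depth cells were 1.54% of the singlets of NoFC, 0% of FC, 8.03% of NoFR and 3.73% of FR mice, and other cells 6.33%, 5.72%, 7.05% and 4.50%. Thinning to 7870 UMIs kept 221, 389, 243 and 292 astrocytes of NoFC, FC, NoFR and FR mice and left out 86, 94, 84 and 117.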

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

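The comparison of groups in pericytes and the tests that follow from it (gene lists, libraries, thinned pericytes, splits of the mice, and clock genes in pericytes against astrocytes and by strength of the hashtag) were chosen only after the result was seen.

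Mouse FC 1 lay far from the other FC mice in its number of astrocytes, 246 against 71 to 90, and in the UMIs of these cells, 3042781 against 869087 to 1035771. Mouse FC 4 lay apart in the share of its astrocytes in the largest subcluster, 42.2% against 39.4% to 39.8%. These gaps were found by Dixon's test within groups of 4 mice. Chance alone gives about 4.25 such gaps in the 85 groups tested, and 3 were found. The count of cells and their UMIs are the same feature of mouse FC 1. The direction of *Adrb1* in NoFR against FC turned to 0.040 without mouse FC 1. No biological explanation was tested.

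In pericytes, which the paper set aside, groups differed in more genes than in astrocytes. Between 33 and 133 pericytes per mouse gave 290 cells in NoFC, 226 in FC, 191 in NoFR and 182 in FR. Of 5728 genes tested by edgeR's quasi-likelihood test, 62 passed an adjusted p of 0.05 in NoFR against NoFC (31 higher, 31 lower), 24 in NoFR against FC (7 higher, 17 lower), 4 in FR against NoFC (2 higher, 2 lower) and 3 in FR against NoFR (3 higher). For FC against NoFC and for FR against FC the count was 0, with an unadjusted p under 0.05 for 223 and 345 genes. DESeq2 called 0 genes in those pairs as well. The mice of both groups did not overlap for 280 of the genes in NoFR against NoFC, or 4.89%, where chance gives 2.86%. The named genes of this pair were *Zbtb16* (log2 fold change −2.86, adjusted p = 0.0301), *Pde10a* (−2.66, adjusted p = 7.03e-08), *Per3* (−2.15, adjusted p = 0.000745), *C2cd5* (2.05, adjusted p = 0.00529) and *Dbp* (−1.95, adjusted p = 1.14e-09), each without overlap between 4 NoFR and 4 NoFC mice. In NoFR against FC they were *Fkbp5*, *Zbtb16*, *Pde10a*, *Dbp* and *Ier3*, in FR against NoFC *Pde10a* and *Mast4*, and in FR against NoFR *Dbp* and *Klf9*. *Dbp* lies on chromosome 7 of GRCm38 from 45705088 to 45710203, and its level was 419 ± 69.1 CPM (SD, n = 4 mice) in NoFC, 296 ± 40.7 in FC, 111 ± 35.5 in NoFR and 260.2 ± 94.4 in FR.

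Chance is argued against for the counts of 62 and 24 genes, each reached by 1 of 35 splits of the mice, the real one. The largest count of any other split was 4 in both pairs. However, 1 of 35 is the smallest share this test can give. For pairs compared after the result was seen, it does not exclude chance. Nor can chance be excluded for FR against NoFC (4 of 35 splits) or for FR against NoFR (2 of 35). For FC against NoFC and FR against FC, with a count of 0, all 35 of 35 splits reach that count by construction, so that nothing follows. A difference between libraries as the whole cause is argued against by *Dbp*, which was lower in every NoFR mouse than in every other mouse of its library in 2 of 2 libraries with NoFR mice. A difference in depth is argued against by a log2 fold change of *Dbp* of −1.84 with every pericyte thinned to 3969 UMIs (667 cells kept, 222 left out). Left open are a difference in the time of day of tissue collection and in glucocorticoid levels. The evening clock genes were lower in NoFR than in NoFC mice (fry, adjusted p = 0.000482; 8 of 8 genes lower, 7 past the threshold over all genes and 8 adjusted over the list alone), as they were in NoFR against FC (adjusted p = 0.00313; 4 and 7 genes) and in FR against NoFC (adjusted p = 0.0193; 1 and 6), and they were higher in FR than in NoFR (adjusted p = 0.0093; 1 and 5). The glucocorticoid targets were lower in NoFR than in NoFC (adjusted p = 0.0301, 5 of 5 genes lower) and than in FC (adjusted p = 0.0193), with 3 genes past the threshold in each, over all genes and adjusted over the list alone. In the pairs of FR against FC, FR against NoFC and FR against NoFR the glucocorticoid targets did not pass as a list, but adjusted over the list alone 4, 2 and 2 of the 5 genes did. In FC against NoFC 1 evening clock gene passed in this way. Neither the immediate early genes (4 tested) nor the morning clock genes (1 tested) passed as a list in any pair; adjusted over the list alone, 1 immediate early gene passed in FR against NoFR. The paper places behavioural tests in the light period and states that mice of different conditions were run in parallel. However, the hour of collection of each group is not given in the sources used here. The lists share no gene, but both kinds of difference would follow the groups, so they cannot be told apart from each other or from an effect of behaviour, which was not tested. In simulated counts a 2-fold change was recovered for 59.5% of changed genes in NoFR against NoFC and 80% in FC against NoFC.

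The evening clock genes differed between groups in pericytes but not in astrocytes. Per mouse, the log2 ratio of their level in pericytes to that in astrocytes was 0.139 ± 0.16 (SD, n = 4) in NoFR and 1.39 ± 0.161 in NoFC mice, a difference of −1.25 (exact permutation p = 0.0286). The log2 ratio of NoFR to NoFC was −1.20 in pericytes and 0.051 in astrocytes. Hashtag calls that put astrocytes of different mice together may account for part of this, since the ratio was −0.53 in astrocytes with strong hashtags and 0.058 in those with weak ones. The test cannot decide, because only 3 mice against 3 had enough astrocytes with strong hashtags (exact permutation p = 0.1, the smallest value 3 against 3 allow). A response of pericytes alone to the behaviour stays open and was not tested.

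A further 1481 singlets carried hashtags that the hashtag table assigns to no mouse. They make up 13% of the singlets of library 1, 43.3% of those of library 2 and 55.3% of those of library 3. Their conditions are not known, and no explanation was tested.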

How the results depend on the processing

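The k-means hashtag calls, low-depth clusters kept, sums within subclusters, the mouse number as a block, means over the cells of a group, strict hashtag calls and all alternatives for pericytes were chosen only after seeing the data. The cause of each change named below was not tested unless a reason is given.

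Over all results and alternatives, 767 values kept their direction and their side of the threshold or their size, 103 counts or values moved, 33 tested values changed direction and 9 kept their direction but no longer passed. Not 1 of the log2 fold changes that changed direction passed the test before or after. Unaffected by every alternative run were the direction of *Adra1a* in NoFR against FC and of *Adrb1* in FC against NoFC, the lower share of *Fos*-positive astrocytes in FR than in FC and, for pericytes, the direction and call of *Dbp* in NoFR against NoFC (22 of 22 settings, −2.30 to −1.83). A minimum of 10 astrocytes per mouse moved nothing, since every mouse had at least 30. A mitochondrial filter of 10% could not be run, because HTODemux stopped with an error. No alternative removed pericytes before the hashtag calls, the order listed in the Methods.

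The number of astrocytes was 749 with every cell with a *Pdgfrb* UMI left out, 326 with strict hashtag calls, and otherwise 1414 to 1773. With *Pdgfrb* cells left out, the *Fos* share of FC mice was 3.30%, *Fos* in FR against FC was 0.073, and 0 genes were called in FR against NoFC.

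With a hashtag quantile of 0.95, the *Fos* share was higher in FR than in NoFC by 0.865 and than in NoFR by 0.215 percentage points, and the log2 fold change of *Fos* was 0.48 over NoFC and 0.59 over NoFR. *Adra1a* in NoFR against NoFC was 0.20 and *Adrb1* in NoFR against FC 0.17. The count of genes called was 1 in NoFR against NoFC and 0 in FR against NoFC. MULTIseqDemux kept 5 mice (1 NoFC, 3 FC, 1 NoFR), so that a lone mouse was assumed to vary like those of the other groups and the library term was dropped. It gave 0.10 for *Adra1a* in FC against NoFC, 0.38 in NoFR against NoFC, −0.031 for *Adrb1* in NoFR against NoFC, and 21, 18 and 6 genes called in FC against NoFC, NoFR against NoFC and NoFR against FC. The immediate early genes passed in 3 pairs. With at least 500 genes per cell, *Fos* in FR against NoFC was 0.18 and *Adrb1* in NoFR against FC 0.11, and 3, 2 and 2 genes were called in FC, NoFR and FR against NoFC. With k-means hashtag calls, *Adrb1* in NoFR against FC was 0.20 and 3 genes were called in FR against NoFC.

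With at least 2 *Fos* UMIs the shares were 0.248%, 0.907%, 0.510% and 0.711% in NoFC, FC, NoFR and FR, and FR exceeded NoFC by 0.463 and NoFR by 0.201 percentage points. After thinning, the *Fos* share of FR exceeded that of NoFC by 0.608 points, *Fos* in FR against NoFC was 0.24 and *Adrb1* in NoFR against FC 0.018. DESeq2 called 7 genes in NoFR against NoFC and 7 in FR against NoFC. Without the filter on low counts, 3, 2, 8, 2 and 4 genes were called in FC, NoFR and FR against NoFC, NoFR against FC and FR against FC. Without the library term *Adrb1* in NoFR against FC was 0.17. With means over the cells of a group, which have no test, the direction changed as well: the log2 ratio was 0.39 for *Fos* in FR against NoFR, 0.038 for *Adra1a* in NoFR against NoFC, 0.18 for *Adrb1* in NoFR against FC.

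Mice of different groups carry the same numbers. Over 24 pairs of mice with the same number, the correlation of their deviations from the group means across genes was 0.013 on average, between −0.083 and 0.164, so the mice share only a number. With this number as a replicate block in place of the library, *Adrb1* in NoFR against FC was 0.18, 1 gene was called in FR against NoFC and 0 in the other pairs, and no call changed.

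With each mouse left out in turn, *Fos* lay between −0.62 and 0.41 in FR against NoFC (0.058 without FR 1, 0.41 without NoFC 3), between −0.86 and 0.17 in FR against NoFR (0.065 without FR 1, 0.17 without NoFR 1) and between −0.92 and −0.072 in FR against FC. *Adrb1* lay between −0.27 and 0.094 in NoFR against FC (0.040 without FC 1, 0.094 without FR 4) and between −0.035 and 0.28 in NoFR against NoFC (−0.035 without NoFC 4, −0.026 without NoFR 2). The difference in *Fos* share lay between −1.40 and 0.856 points in FR against NoFC (0.856 without NoFC 3) and between −0.995 and 0.381 in FR against NoFR (0.337 without FR 1, 0.325 without FR 2, 0.381 without NoFR 1, 0.144 without NoFR 3). The number of genes called lay between 0 and 1 in FC against NoFC, between 0 and 7 in NoFR against NoFC (7 without NoFC 2, 1 without NoFR 1), between 1 and 10 in FR against NoFC (10 without NoFC 2, 4 without FR 1, 3 without FR 2, 2 without NoFR 1 or NoFR 4) and between 0 and 1 in FR against FC (1 without FR 1 or NoFR 4). The gene called in FC against NoFC was *Ralyl* in 13 of 16 fits, all but those without FC 1, FR 4 or NoFR 3. It has 142 UMIs, 59 of them in mouse FC 1, and was not tested with all mice because it enters the filter only where a group has 3 mice.

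The log2 fold change of *Igfbp2* between *Adrb1*-positive and *Adrb1*-negative astrocytes was 1.06 with cells matched in depth, 0.50 with mice of all 4 groups, 1.15 with DESeq2, 1.00 without the filter, 0.99 with no replicate block and 1.04 within subclusters, and passed the threshold in none of these. It passed in alternatives chosen after seeing the data, with k-means hashtag calls (1.15, adjusted p = 0.0145 from edgeR) and with low-depth clusters kept (1.05, adjusted p = 0.0275 from edgeR). Leaving out single mice gave 0.69 to 1.42, past the threshold only without FR 3. The number of genes called, 2, was 0 with cells matched in depth, DESeq2, no replicate block or sums within subclusters, 1 without the filter or with k-means hashtag calls, and between 0 and 1 with a mouse left out (1 without FR 1 or FR 3, 0 without FR 2 or FR 4).

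For pericytes, the counts in NoFR against NoFC, FR against NoFC, NoFR against FC and FR against NoFR (62, 4, 24 and 3) moved as follows. DESeq2 called 32, 0 and 1 in the pairs of NoFR against NoFC, FR against NoFC and FR against NoFR. Without the filter 26 and 10 were called in FR against NoFC and FR against NoFR, 5 in FC against NoFC and 21 in FR against FC. Without the library term the counts were 0 in FR against NoFC and 52 in NoFR against FC. With k-means hashtag calls they were 1 in FR against NoFC and 13 in FR against NoFR. Strict calls, with at least 10 UMIs and 3 times the next hashtag, gave 0 in FR against NoFC, 2 in FR against FC and 8 in FR against NoFR. Thinned cells gave 27, 7, 11 and 6. With each mouse left out, the counts lay between 22 and 67 in NoFR against NoFC (22 without NoFC 4, 28 without NoFR 3, 36 without NoFR 1), between 12 and 33 in NoFR against FC (12 without NoFC 4, 13 without FC 4, 14 without FR 3), between 0 and 11 in FR against NoFC (11 without FR 2, 8 without NoFC 2, 7 without FC 1, 1 without FC 3, FC 4, FR 3 or FR 4, 0 without NoFC 1 or NoFC 3), between 0 and 7 in FR against NoFR (7 without NoFR 2, 5 without FR 1, 1 without FR 2, FR 3, NoFC 3 or NoFR 4, 0 without NoFR 3), between 0 and 7 in FR against FC (7 without FR 2, 5 without NoFC 3, 4 without FC 2 or FR 1, 2 without NoFC 2) and between 0 and 1 in FC against NoFC (1 without NoFC 1).

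The values of *Fos* rest on 72 UMIs in all astrocytes.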

Differences from the paper's values

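The means over the cells of a group, the k-means hashtag calls and the mouse number as a block were chosen only after the values were seen. The paper used Mann–Whitney tests for receptors and for *Adrb1*-positive cells, and their unit of replication is not stated in the legend or the Methods. The sheet of Supplementary Table 1 for Fig. 4c was not read here. Here mice were the replicates.

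The paper gives an approximately 2-fold increase in *Fos* of FR over FC, its own value. The ratio found here was 0.674. Of the alternatives set before the data were examined, the ratio was closest to the paper's with every cell with a *Pdgfrb* UMI left out, at 1.05, where the log2 fold change has a standard error of 1.31. It differed from the paper's under the hashtag quantile of 0.95, Scrublet doublets left out, at least 500 genes per cell, at least 10 astrocytes per mouse, DESeq2, no filter on low counts, no library term, thinning and each mouse left out in turn, with a range of 0.53 to 0.951. MULTIseqDemux left no FR mouse.

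For *Igfbp2* in *Adrb1*-positive against *Adrb1*-negative FR astrocytes, the paper's average log2 fold change is 0.767, from Supplementary Table 3. The value found here was 1.05 (standard error 0.234). Of the alternatives set before the data were examined, the value lay within its standard error of the paper's with no filter on low counts (1.00), with no replicate block (0.99), without FR 2 (0.69) and without FR 4 (0.96). It did not with cells matched in depth (1.06), the mice of all 4 groups (0.50), DESeq2 (1.15), without FR 1 (1.42) or without FR 3 (1.19). The average over cells as Seurat computes it was 0.879, for which no standard error was computed. The direction was that of the paper under every one of these.

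The paper states that FR astrocytes had the highest *Fos* levels. The level here was 3.79 CPM in FR, 3.77 in NoFC, 3.91 in NoFR and 5.38 in FC, and FR was above all other groups in no setting run. Removal of pericytes before the hashtag calls, the order listed in the Methods, was not among these settings. With a hashtag quantile of 0.95 FR was above NoFC and NoFR (0.48 and 0.59) but not above FC. With every cell with a *Pdgfrb* UMI left out FR was above FC (0.073).

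The paper states that *Adra1a* rose from NoFC to FC. It fell here by 0.38 on the log2 scale, and rose only with MULTIseqDemux (0.10). Its rise from FC to NoFR (0.26) has the paper's direction.

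The paper states that *Adrb1* rose from FC to NoFR. With the library as a covariate the log2 fold change was −0.075, while the mean CPM was higher in NoFR by 3.35. It was positive with the hashtag quantile of 0.95 (0.17), at least 500 genes per cell (0.11), no library term (0.17), thinning (0.018), without FC 1 (0.040) and without FR 4 (0.094), as well as with k-means hashtag calls (0.20), the mouse number as a replicate block (0.18) and the means over cells (0.18), all chosen after the values were seen. Its rise from NoFC to FC (0.22) has the paper's direction.

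The paper lists *Adra2c* among the undetected receptors. It was found in 3 of 1526 astrocytes, all of FC mice, and in 0 of 889 pericytes.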

Other observations

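The tests on low hashtag counts, on *Pdgfrb* and *Atp1b2* UMIs and on the low-depth cluster, the k-means hashtag calls, the shuffles of hashtags, the associations of *Fos* with other genes and the sums within subclusters were chosen only after the data were seen.

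Hashtag counts were low on astrocytes. Over all filtered barcodes, the strongest hashtag had a median of 4 UMIs on 8195 astrocytes and 18 UMIs on 2250 pericytes, and 57.1% of astrocytes but 3.69% of pericytes were called negative. Fewer RNA molecules per astrocyte are argued against, since astrocytes held 2.04 times the gene UMIs of pericytes. A low staining of 1 library is argued against as well, because the ratio of astrocytes to pericytes was below 1 in 3 of 3 libraries, at 0.242, 0.222 and 0.158. No biological explanation was tested. Of the 1526 astrocytes, 40.0% were still called singlets under MULTIseqDemux, 75.1% of these with the same hashtag, and 52.0% under k-means hashtag calls, 90.6% of these with the same hashtag. Of pericytes, 61.3% and 85.0% were still singlets, 92.5% and 100% of these with the same hashtag. Most of the loss was thus of cells no longer called singlets. With a quantile of 0.95 and with at least 500 genes per cell, 48.8% and 61.6% of the astrocytes were still singlets, 100% of these with the same hashtag.

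Sums of astrocytes per mouse showed few differences between groups. Hashtag calls that put cells of different mice together might account for this, but the test could not decide: the spread between the sums of mice was above that of shuffled hashtags in 50 of 50 shuffles, with a coefficient of variation of 0.0935 against a median of 0.0771, in which a partial mixing of mice is not excluded. In pericytes it was 0.0982 against 0.0865. An absence of an effect of behaviour on these genes stays open as well. Chance cannot be excluded for the gene called in FR against NoFC, since as many were called in 7 of 35 splits of the mice. In each other pair the count was 0, which all 35 of 35 splits reach by construction, so that nothing follows. The largest count of any other split was 178, for mice NoFC 1, NoFC 3, NoFC 4 and NoFR 1 against NoFC 2, NoFR 2, NoFR 3 and NoFR 4.

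*Fos*-positive astrocytes had an *Adrb1* UMI in 22.6% of cells and other astrocytes in 19.8%, an odds ratio of 1.18 (permutation p = 0.625). With every cell thinned to a fixed number of UMIs the odds ratio was 0.881 (permutation p = 0.824). Other immediate early genes were found in 58.1% of *Fos*-positive and 41.7% of other astrocytes (permutation p = 0.00878), and after thinning the difference was 6.68 percentage points (permutation p = 0.373). *Fos*-positive cells held more UMIs, with a median of 13267 against 10492.5. Whether more UMIs alone account for both could not be decided with 36 *Fos*-positive cells left after thinning.

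A *Pdgfrb* UMI was found in 50.9% of astrocytes. Free RNA or doublets from pericytes are argued against as the whole cause, because pericyte markers more abundant than *Pdgfrb* in pericytes were found in at most 5.44% of astrocytes. Likewise an *Atp1b2* UMI, whose product was used for sorting, was found in 90.9% of pericytes, while astrocyte markers more abundant than *Atp1b2* were found in at most 36.0% of pericytes, which argues against free RNA or doublets from astrocytes as the whole cause. Expression of *Pdgfrb* in astrocytes and of *Atp1b2* in pericytes may explain these shares, as a hypothesis found and tested on the same cells.

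A cluster of 179 cells with astrocyte markers had a low depth. It came from library 3 in 98.3% of its cells, which is consistent with a difference between the libraries. By group the cells were 10 in NoFC, 0 in FC, 49 in NoFR and 24 in FR, and library 3 held no FC mouse. No biological explanation was tested.

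*Igfbp2* was higher in *Adrb1*-positive than in *Adrb1*-negative astrocytes of FR mice. More UMIs in *Adrb1*-positive cells as the whole cause is argued against by a log2 fold change of 1.06 with cells matched in total UMIs, and a different mix of subclusters by a log2 fold change of 1.04 for sums within subclusters. Of the 8 splits that part every mouse, only the real one, 1 of 8, gave as many as the 2 genes called. Chance still cannot be excluded, since 8 splits cannot give a share under 0.05. An effect of the receptor was not tested.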
